# Identification of a novel gene signature related to prognosis and metastasis in gastric cancer

**DOI:** 10.1007/s13402-024-00932-y

**Published:** 2024-03-13

**Authors:** Joseba Elizazu, Aizpea Artetxe-Zurutuza, Maddalen Otaegi-Ugartemendia, Veronica Moncho-Amor, Manuel Moreno-Valladares, Ander Matheu, Estefania Carrasco-Garcia

**Keywords:** Gastric cancer, Prognosis, Biomarker signature, *ANKRD6*, EMT

## Abstract

**Background:**

Gastric Cancer (GC) presents poor outcome, which is consequence of the high incidence of recurrence and metastasis at early stages. GC patients presenting recurrent or metastatic disease display a median life expectancy of only 8 months. The mechanisms underlying GC progression remain poorly understood.

**Methods:**

We took advantage of public available GC datasets from TCGA using GEPIA, and identified the matched genes among the 100 genes most significantly associated with overall survival (OS) and disease free survival (DFS). Results were confirmed in ACRG cohort and in over 2000 GC cases obtained from several cohorts integrated using our own analysis pipeline. The Kaplan-Meier method and multivariate Cox regression analyses were used for prognostic significance and linear modelling and correlation analyses for association with clinic-pathological parameters and biological hallmarks. In vitro and in vivo functional studies were performed in GC cells with candidate genes and the related molecular pathways were studied by RNA sequencing.

**Results:**

High expression of *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* individually and as a signature was associated with poor prognosis and recurrent disease in GC. Moreover, the expression of *ANKRD6* and *ITIH3* was significantly higher in metastasis and their levels associated to Epithelial to Mesenchymal Transition (EMT) and stemness markers. In line with this, RNAseq analysis revealed genes involved in EMT differentially expressed in *ANKRD6* silencing cells. Finally, *ANKRD6* silencing in GC metastatic cells showed impairment in GC tumorigenic and metastatic traits in vitro and in vivo.

**Conclusions:**

Our study identified a novel signature involved in GC malignancy and prognosis, and revealed a novel pro-metastatic role of *ANKRD6* in GC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13402-024-00932-y.

## Introduction

Gastric cancer (GC) is the fifth most common cancer and the third leading cause of cancer death worldwide [1, 2]. Although the clinical management of GC has improved in the last decades and currently consists of surgical resection, chemoradiotherapy and targeted therapy [3], the prognosis is still dismal, with an average 5-year survival rate of around 20% [2]. This poor outcome is consequence of the high incidence of recurrence and metastasis. In this sense, around 30% of patients undergoing curative resection experiences recurrence within a year [4]. Moreover, a high proportion of patients (60%) undergoing resection display lymph node metastasis [5], even in early GC cases [6], whereas the 30–35% of the patients presents distant metastases spreading to the liver, peritoneum, lung, or bone at the time of diagnosis [7]. GC patients presenting recurrent or metastatic disease display a median life expectancy of only 8 months [8]. Altogether, this scenario points out the need of understanding the underlying molecular mechanisms of recurrence and metastasis in order to identify biomarkers for monitoring and suitable targets for prevention and inhibition.

GC is a heterogeneous disease influenced by different environmental factors and several genetic and epigenetic alterations. Traditionally, GC has been classified into intestinal and diffuse histological subtypes on the basis of the Lauren’s classification [9]. Over the past decade, advances in sequencing technology and high-throughput analysis delivered new insights and unravelled that GC presents high genetic and epigenetic molecular heterogeneity. Indeed, different consortiums, such as The Cancer Genome Atlas (TCGA) or the Asian Cancer Research Group (ACRG) carried out large scope studies, identifying critical driver genes and proposing molecular classifications of GC [10, 11 ]. Both consortiums identified four different molecular subtypes of GC and, in the case of the ACRG classification, the subtypes were associated with different survival rates and recurrence patterns [11]. These molecular studies helped to understand the biology of GC and represent very useful tools in basic research. However, although this knowledge exhibits potentially important clinical implications for disease diagnosis and treatment, the comprehension of its clinical connotations is a complex matter and these molecular classifications have not been translated in its current format into the clinic yet.

The main known risk factors for GC recurrence and metastasis are still related to the tumor stage, the extension of the surgery, the lymph node affectation, the tumor size and other non-molecular aspects [12–14], remaining the molecular determinants of GC progression unknown. In this scenario, we used the publicly available dataset of the GC patients from the TCGA cohort and identified the genes most significantly associated with GC prognosis. From this, and taking advantage of computational biology tools, additional patient datasets, clinical information and functional studies, we identified a novel gene signature related to recurrence and metastasis in GC, highlighting the special relevance of *ANKRD6* and *ITIH3,* which represent novel potential biomarkers for GC progression, EMT and metastasis, as well as suitable targets for the improvement of the management of the disease.

## Experimental procedures

### Patient cohorts

The GEPIA tool was used to identify the genes most associated with survival in GC patients (http://gepia.cancer-pku.cn/detail.php?clicktag=survival2). We have analyzed data from GC patients cohorts previously published by the TCGA, Cristescu et al. (ACRG cohort) [11], Oh SC et al. (MDACC, KUCM, KUGH and MDACC cohorts) [15], Ooi CH et al. (Singapore cohort) [16], Lee et al. (SMC cohort) [17], Cheong JH et al. (Yonsei cohort) [18], and Cho JY et al. (YUSH cohort) [19]. We downloaded the public raw expression data and clinical data from the Gene Expression Omnibus (GEO) repository.

### Processing of patient gene expression data

Processed Transcripts Per Million (TPM) expression data of the TCGA were downloaded with the TCGAbiolinks R package [20] prior to log2-normalization. Clinical data curated by the Genomic Data Commons (GDC) Data Portal were downloaded from Xena Browser [21]. Samples without OS data available were not included in the analyses.

All microarray data sets were pre-processed either by the Robust Multichip Average method for Affymetrix data with the oligo R package [22] or by quantile normalization for Illumina data before log2-transformation. Gene annotation data was obtained from BioMart, using the biomaRt R package [23], and for each data set and gene only the probe/bead that yielded the highest signal intensity value was used.

Microarray data were integrated first by sample-level standardization. Genes detected in at least 50% of the samples were kept, and missing expression data were imputed using nearest neighbour averaging with the R package impute. Those imputed values were subsequently eliminated after data set-derived batch effect removal using ComBat function of the sva R package. Standarized (Z-score) values were used in all patient analyses. Additionally, we downloaded log2(TPM+1) protein coding gene expression data from the DepMap Portal version 22Q2 [24].

### Cell culture

The gastric cancer cell line MKN45 was cultured as an adherent monolayer with some single round cells or clumps in suspension at 37 °C and 5% CO_2_ in RPMI medium (Gibco) supplemented with 10% FBS (Gibco), 100 U/ml penicillin and 100 µg/mL streptomycin. For experiments, the adherent monolayer cells were used. Cultures were regularly tested for *Mycoplasma*.

### *ANKRD6* silencing

For *ANKRD6* silencing by short hairpin RNA (shRNA), cells were infected with lentivirus harboring the TRCN0000158616 and TRCN0000162328 *shANKRD6* plasmids (Sigma, St. Louis, MO, USA) and the corresponding pLKO.1 puro control plasmid #8453 (*pLKO*) from Addgene, a gift from Dr. Bob Weinberg. Lentiviral infections were performed for 6 h and selected with puromycin.

### mRNA expression analysis

Total RNA was isolated using trizol (Life Technologies, Carlsbad, CA, USA). Reverse transcription was performed using the Maxima First Strand cDNA Synthesis Kit (ThermoFisher, Waltham, MA, USA) according to the manufacturer’s guidelines. Quantitative real-time PCR was performed in a CFX384 Thermal Cycler (Bio-Rad, Hercules, CA, USA) using Power SYBR^®^ Green Master Mix (ThermoFisher), 10 mmol/L of primers and 20 ng of cDNA. GAPDH was used as housekeeping gene. Statistical analysis was performed based on ΔCT values.

### Western blot

Protein lysates were resolved using sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes. The membranes were blocked and incubated overnight at 4 °C with primary antibodies against E-Cadherin (610181, BD Biosciences, San Jose, CA, USA), KRT18 (#4548, Cell Signaling Technology, Danvers, MA, USA) and β-actin (A5441, Sigma, St. Louis, MO, USA). Then, membranes were incubated with the corresponding secondary antibodies conjugated to horseradish peroxidase (HRP), and protein detection was performed using the NOVEX^®^ ECL system (Invitrogen, Carlsbad, CA, USA) and the iBright Imaging system (ThermoFisher).

### Immunofluorescence

Immunofluorescence was performed following standard procedures. Cells were seeded in 8-well immunofluorescence chamber slides (154534, LabTek ThermoFisher) and fixed with 4% PFA. Primary antibodies used were: cleaved-Caspase-3 (AF835, R&D Systems, Minneapolis, MN, USA), cleaved-PARP1 (ab32064, Abcam, Waltham, MA, USA), E-Cadherin (610181, BD Biosciences, San Jose, CA, USA) and KRT18 (#4548, Cell Signaling Technology). Secondary antibodies conjugated to fluorochromes were incubated and chromatin staining was performed with DAPI (D9542, Sigma). Cleaved-Caspase-3 and cleaved-PARP1 positive cells were counted manually and total number of cells were automatically quantified using the software for Bioimage Analysis QuPath v.0.4.3.

### Immunohistochemistry

Subcutaneous tumors were fixed with 3.7% formaldehyde and embedded in paraffin blocks that were cut into 5-µm-thick sections. Primary antibodies used were: E-Cadherin (610181, BD Biosciences, San Jose, CA, USA), active Caspase-3 (AF835, R&D Systems, Minneapolis, MN, USA) and Ki67 (ab15580, Abcam, Waltham, MA, USA). Sections were incubated with secondary antibodies and the stains were visualized using 3,3′-diaminobenzidine (DAB, ab64238, Abcam, Waltham, MA, USA). Nuclei were counterstained with hematoxylin. Images were captured with a ZEISS Axioscan 7 slide scanner, and image analyses were performed using Qupath v.0.4.3. All nuclei were detected automatically. E-Cadherin intensity means were obtained and averaged per tumor for statistical analysis, active Caspase-3 positive cells were quantified manually, and Ki67 staining was detected automatically by setting an optical density threshold.

### Proliferation

2·5×10^4^ cells were plated in duplicate in 6-well-treated plates. At days 1, 3 and 5 after seeding, cells were harvested using 0.05% trypsin-EDTA and counted using a Neubauer chamber and an inverted optical microscope.

### Migration and invasion

For migration and invasion transwell assays were used. Cells were starved for 24 h in serum-free medium. After that, migration was analyzed using Corning^®^ Transwell^®^ polycarbonate membrane inserts (#3422, Corning, NY, USA), and invasion was evaluated using the QCM™ Collagen Cell Invasion Assay of Millipore (ECM551, Burlington, MA, USA). Cells (10·10^4^ cells for migration and 25·10^4^ cells for invasion) were seeded into the upper compartment in medium without serum, and the inserts were placed in wells of 24-well flat bottom plates containing medium with 10% of a fetal bovine serum as chemo-attractant. After 96 h, the migrated and invading cells were fixed and stained according to the manufacturer’s protocol. Cells on the upper side of the chambers were wiped off using cotton swaps, and for quantification, the staining of cells situated in the undersurface of the membranes was dissolved and the absorbance was measured at 560 nm.

### Cell cycle analysis by flow cytometry

The experiment was carried out immediately after antibiotic selection was complete. Cells were harvested using trypsin, washed with PBS and counted using a Neubauer chamber. 1·10^6^ cells were fixed with 75% cold ethanol at −20 °C for at least 1 h, and incubated with 0.5% Triton X-100 and 25 µg/mL RNase A in PBS for 30 min at room temperature. Then, DNA was stained with 25 ng/mL propidium iodide for 15 min and samples were analyzed using a CytoFLEX flow cytometer (Beckman Coulter Co., Miami, FL, USA).

### In vivo carcinogenesis assays

For subcutaneous xenografts, MKN45 cells were harvested with trypsin/EDTA and resuspended in PBS. 1 × 10^5^ cells were injected subcutaneously into both flanks of Foxn1^nu^/Foxn1^nu^ nude mice (8 weeks old). An external calliper was used to measure tumor size at the indicated time points, from which tumor volume was calculated according to the formula ½ (*length* × *width*^2^). Wilcoxon rank sum test was used to test the dimensions of the tumors independently for each day, and the global impact of *ANKRD6* silencing with either of the *shANKRD6* plasmids was assessed by a longitudinal linear mixed model.

### RNA sequencing

Total RNA from *pLKO* and *shANKRD6* MKN45 cells was isolated using trizol. For library preparation, the DNBSEQ Eukaryotic Stranded Transcriptome library preparation pipeline was followed. Sequencing data filtering was performed using the SOAPnuke software [25], developed by BGI. Data were aligned to the GRCh38.p13 reference genome using Bowtie2.

### Functional enrichment analysis

The Gene Set Variation Analysis (GSVA) method [26] was used to assess the prognostic value of the gene signatures evaluated. The GSVA method was also applied to estimate the relative enrichment of the hallmark gene sets from the Molecular Signature Database [27] in the TCGA and ACRG cohorts. Differential enrichment analysis (DEA) was performed using DESeq2 [28], adjusting for the first principal component to remove unwanted variation and using the likelihood ratio test. Then hallmark Gene Set Enrichment Analysis was performed with the R package clusterProfiler [29].

### Statistical analysis

The top-100 genes most correlated with OS and DFS in GC were identified using GEPIA (http://gepia.cancer-pku.cn/index.html) [30]. The prognostic value of *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* expression in GC was explored in the GC cohorts through Kaplan-Meier and multivariate Cox regression analyses. In the former, we used the best cut-off method implemented in the package survminer (https://cran.r-project.org/web/packages/survminer/index.html) to distribute the samples into high and low expression and GSVA score groups. In the latter, we used the uncut values in a model adjusted for age and TNM stage. The prognostic value of *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* expression in the different cancer types from the TCGA was assessed in a Cox univariate regression independently for each cohort without expression level grouping.

We used parametric (*T*-test or pairwise *T*-test *p*-value adjustment for variables with more than 2 groups) and non-parametric (Wilcoxon rank sum test or Dunnett’s test) tests to assess the relevance of the five genes in relation to the different clinic-pathological characteristics. We also used a paired *T*-test to analyse the differences in expression between GC tissue and normal gastric tissue in the ACRG cohort (N = 100).

The correlation between the expression of *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178*, and the correlation of each with the expression of epithelial and mesenchymal markers, EMT inductors, stem cell regulators and hallmark enrichment scores were determined using the Spearman’s rank correlation test in GC tissue from patients of the TCGA and the ACRG cohorts. Correlation coefficients were grouped by hierarchical clustering based on Euclidean distance.

The *p* values were adjusted with the Benjamini-Hoichberg (BH) method when necessary, and statistical significance was considered when *p* < 0.05 (*p < 0.05, **p < 0.01, ***p < 0.001). All statistical analyses were conducted using R Statistical Software (v4.3.1; R Core Team 2023).

## Results

### Six transcripts match among the 100 most correlated with OS and DFS in GC

Using the GEPIA tool, we identified the top-100 transcripts most significantly associated with overall survival (OS) and disease-free survival (DFS) in the GC patients from the TCGA (n = 408) (Supplementary file 1). Among them, 6 were associated with both OS and DFS (Fig. 1A). These include the coding genes *ANKRD6* (Ankyrin Repeat Domain 6), *ITIH3* (inter-alpha-trypsin inhibitor heavy chain 3)*, SORCS3* (sortilin related VPS10 domain containing receptor 3)*, NPY1R* (neuropeptide Y receptor Y1), *CCDC178* (coiled-coil domain containing 178), and the long non-coding RNA *AC002480.3*. In particular, we focused on the 5 genes and we confirmed that their high individual expression was associated with reduced OS and DFS in the TCGA (Fig. 1B), results that were extended to the ACRG cohort (n = 299) (Fig. 1C). To further characterize their impact on survival, we performed a multivariate Cox proportional hazards regression model, adjusting for relevant factors including age and TNM tumor stage. This analysis revealed that the expression of the 5 genes represented an increased risk for OS in the TCGA patients (Fig. 1D), and these results were confirmed for *ANKRD6, ITIH3, SORCS3* and *NPY1R* in the ACRG cohort (Fig. S1A). In relation to DFS, *ANKRD6, ITIH3, NPY1R* and *CCDC178* represented also an increased risk for DFS in TCGA (Fig. S1B), and *ANKRD6, ITIH3* and *NPY1R* in ACRG (Fig. S1C).

**Fig. 1:**
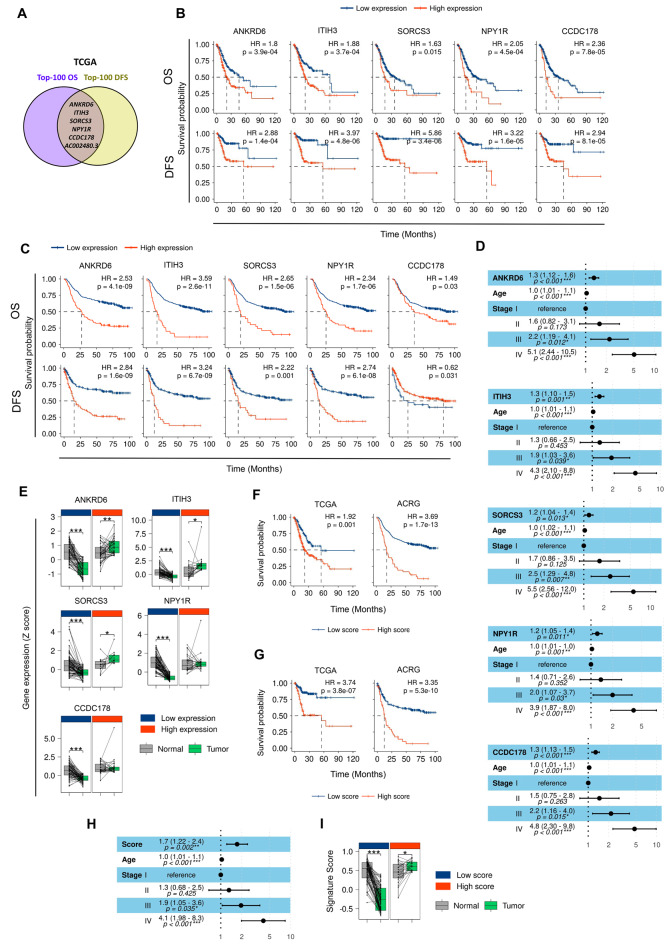
Prognostic potential of *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* in GC. **A** *ANKRD6, ITIH3, SORCS3, NPY1R, CCDC178* and the lncRNA *AC002480* are the common transcripts among the top-100 transcripts most significantly associated with OS and DFS in the GC TCGA cohort (STAD dataset analyzed in GEPIA). Kaplan-Meier plots of OS and DFS according to the expression of the 5 cited coding genes in the TCGA (**B**) and ACRG (**C**) cohorts using the best cut-off method for expression level stratification. **D** Forest plots showing multivariate Cox regression analysis for *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* expression in association with OS in the TCGA cohort, adjusting for age and TNM stage. **E** Expression of the identified genes in normal gastric tissue versus the corresponding paired GC tissue in ACRG patients stratified into high and low expression subgroups according to the cut-offs used in the OS analysis from C (N = 100). Kaplan-Meier plots of OS (**F**) and DFS (**G**) according to the score of the 5-gene GSVA signature composed by *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* in the TCGA (left) and ACRG (right) cohorts using the best cut-off method for GSVA score stratification. **H** Forest plot showing multivariate Cox regression analysis for the 5-gene GSVA score in association with OS in the TCGA cohort, adjusting for age and TNM stage (**I**). 5-gene GSVA score in normal gastric tissue versus the corresponding paired GC tissue in ACRG patients stratified into high and low score subgroups defined in the OS analysis from F (right) (N = 100)

We next compared their expression in tumor and normal gastric samples. For this, we distributed the cases between patients with high or low tumor expression of the genes according to the cut-offs used for survival. For the 5 genes, the expression in normal tissue was similar between the groups of low or high survival, but the trend observed in the tumor samples was different between these groups. Noteworthy, overexpression of *ANKRD6, ITIH3* and *SORCS3* was detected in tumor compared with control tissue in the patients presenting poor survival (Fig. 1E). On the contrary, cases with extended survival displayed lower levels of the 5 genes in the tumor compared to healthy tissue (Fig. 1E).

We wondered whether the identified genes could represent a malignant signature associated to cancer and studied their prognostic potential in additional cancer types. For this, we took advantage of publicly available datasets of TCGA studies, and analyzed 32 cancer types. This analysis revealed interesting results, as some of the genes were associated with poor prognosis in several cancer types (Fig. S2). For instance, the expression of *ANKRD6* and *ITIH3* was associated with reduced OS in colon carcinoma (COAD) and kidney renal papillary cell carcinoma (KIRP), and the expression of *CCDC178* in bladder urothelial carcinoma (BLCA) and thyroid carcinoma (THCA).

Next, we performed a Gene Set Variation Analysis (GSVA) to obtain a global score corresponding to the combined expression of the 5 genes in GC. We explored the potential of the score to predict prognosis in both TCGA and ACRG cohorts, and using Kaplan-Meier estimator, we identified that the high score of the signature was associated to reduced OS (Fig. 1F) and DFS (Fig. 1G). Besides, multivariate Cox regression analyses showed that the score of the signature constituted an independent prognostic factor for OS after adjusting for the risk factors age and tumor stage in both cohorts. Notably, the Hazard Ratios (HRs) of the signature were superior to those of the 5 genes individually (Figs. 1H and S1D). Similar results were obtained with DFS (Fig. S1E, F). Moreover, when we analyzed paired tumor *versus* gastric healthy tissue samples, the signature score was significantly higher in those subsets of patients presenting poor outcome (Fig. 1I). Concerning the other cancer types, there was not a general pattern linking the expression of the 5 genes to survival in additional cancer types (Fig. S2). These results reveal that the 5 identified genes individually or as a signature serve as age- and tumor stage- independent prognostic factors in GC.

### High expression of the identified genes correlated with tumor recurrence and metastasis in GC

Next, we analyzed the expression of the identified genes in the different TNM stages of the disease. Overall, the expression of the 5 genes individually increased gradually according to the stage, being the differences in expression among stages significant for *ANKRD6, ITIH3* and *NPY1R* (Figs. 2A and S3A). Similarly, the signature also displayed significant differences (Figs. 2B and S3B). We also studied the expression of the genes in relation to recurrence and found that the expression of all of them individually or as a signature was significantly higher in the biopsies of those patients that underwent recurrence (Fig. 2C, D). Then, we explored their expression in the different molecular subtypes of GC proposed by the TCGA and the ACRG. This study unveiled that for all the genes, the MSI subtype presented the lowest expression in both cohorts (Fig. 2E). Of note, this subtype displayed the best prognosis in the ACRG classification, further indicating the link of the 5 genes with GC malignancy. Consistent with this idea, the highest expression of the 5 genes in the ACRG was registered in the MSS/EMT subtype, that with the poorest outcome and more prone to recur [10]. In the TCGA, the highest expression was detected in the genomically stable (GS) subtype (Fig. 2E), the one which is classified principally as MSS/EMT when the ACRG criteria are applied to the TCGA patients [10]. These results were reproduced by the 5-gene signature (Fig. 2F) and suggest a link with the process of EMT.

**Fig. 2:**
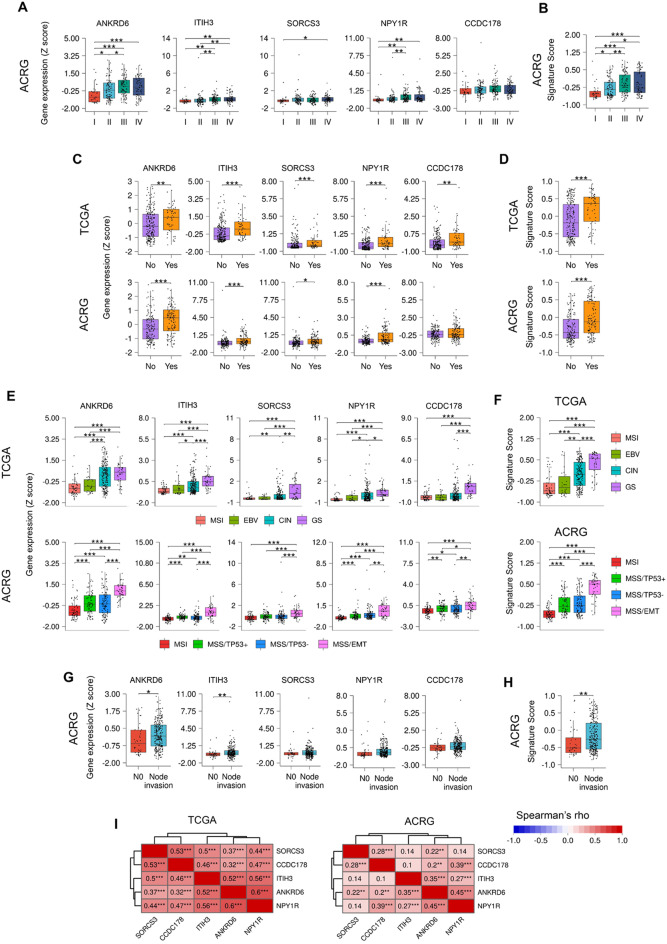
Association of *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* expression with clinic-pathological characteristics in TCGA and ACRG GC cohorts. Expression of the 5 genes individually (**A**) and as a GSVA signature (**B**) in the different tumor stages in the ACRG cohort (N_I_ = 30, N_II_ = 96, N_III_ = 95, N_IV_ = 77). Expression of the 5 genes individually (**C**) and as a GSVA signature (**D**) in primary tumor tissue of patients who recurred (Yes) or not (No) after the primary therapy in the TCGA and ACRG cohorts (TCGA: N_No_ = 216, N_Yes_ = 58; ACRG: N_No_ = 157, N_Yes_ = 125). Expression of the 5 genes individually (**E**) and as a GSVA signature (**F**) in the different molecular subtypes of GC identified by the TCGA (top) and the ACRG (bottom). *TCGA classification*: MSI: GC with microsatellite instability (N = 55); EBV: Epstein-Barr virus-positive GC (N = 26) CIN: GC with chromosomal instability (N = 195), and GS: genomically stable GC (N = 42). *ACRG classification*: MSI: GC with microsatellite instability (N = 68); MSS/TP53+: microsatellite-stable with active TP53 (N = 79), MSS/TP53-: microsatellite-stable with inactive TP53 (N = 107); and EMT: microsatellite stable with epithelial-to-mesenchymal transition phenotype (N = 46). Expression of the 5 genes individually (**G**) and as a GSVA signature (**H**) in primary tumor tissue of patients presenting nodal dissemination (Node invasion) or not (N0) in ACRG. Node invasion group includes samples from N1 to N4 (N_N0_ = 38, N_Node invasion_ = 262). **I** Spearman correlation between *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* in TCGA (left) and ACRG (right). Genes are grouped by hierarchical clustering. Red colour represents positive correlations (Colour figure online)

To characterize a potential interaction with metastasis, we investigated their link with lymph node dissemination and ascertained that the expression of the identified genes was higher in the patients of the ACRG exhibiting lymph node affectation, being the difference significant for *ANKRD6* and *ITIH3* (Fig. 2G). In the TCGA cohort, the differences, although less remarkable, confirmed the higher expression of *ANKRD6* when the nodes are invaded (Fig. S3C). For the 5-gene signature we found a significantly higher expression in samples from patients exhibiting positive nodes in the ACRG cohort (Figs. 2H and S3D).

To further explore the association between the identified genes, we analyzed the Spearman correlation between the 5 genes in the TCGA and ACRG cohorts, finding a positive correlation for all the pairs of genes in both of them (Fig. 2I). Moreover, the highest correlations were observed between *ANKRD6* with *ITIH3* and *NPY1R* (Fig. 2I). Overall, these results reveal an association of the identified genes with metastasis, and postulate *ANKRD6* and *ITIH3* as the strongest genes within the signature.

### Integrated analysis with data from 2000 GC patients across 9 independent cohorts confirms association with metastasis and recurrence

Next, with the aim of extending the study of the 5 genes in GC metastasis, we developed an analysis pipeline and we jointly analyzed available datasets corresponding to a total of 1908 GC patients from 9 independent cohorts (Table 1). We assessed the expression of the 5 genes in relation to metastasis, detecting significantly higher expression of *ANKRD6* and *ITIH3* in the samples belonging to patients suffering from metastatic disease (Fig. 3A). Furthermore, higher expression of *ANKRD6, ITIH3* and *NPY1R* was also detected in the samples of the patients exhibiting recurrent disease (Fig. 3B). Since recurrence and therapy resistance are related processes, we explored the association of the genes with the survival specifically in treated patients, revealing reduced OS in treated patients with high *ANKRD6, ITIH3* and *NPY1R* expression (Fig. 3C), and being the expression of *ANKRD6* and *NPY1R* independent prognostic factors in treated patients (Fig. S4). We also studied in this large set of patients the association with survival and tumor stage to confirm the data obtained in the TCGA and ACRG cohorts. Notably, high levels of *ANKRD6, ITIH3* and *NPY1R* significantly correlated with reduced OS, whilst high expression of *ANKRD6, ITIH3, SORCS3* and *NPY1R* was associated with lower DFS (Fig. 3D). Moreover, the multivariate Cox regression analysis showed that *ANKRD6, ITIH3* and *NPY1R* constituted independent prognostic factors for OS (Fig. S5) and DFS (Fig. S6). In relation to expression, we observed a progressive and significant increase of *ANKRD6* and *ITIH3* across the tumor stages (Fig. 3E). These results highlight the usefulness of the pipeline, validate the results obtained in TCGA and ACRG, and denote the clinical impact of the identified genes, with special emphasis for *ANKRD6* and *ITIH3* in GC malignancy, recurrence and metastasis.

**Table 1:** Cohorts characteristics

	ACRG (N = 299)	China (N = 126)	KUCM (N = 109)	KUGH (N = 93)	MDACC (N = 40)	Singapore (N = 182)	SMC (N = 432)	Yonsei (N = 564)	YUSH (N = 63)
GEO accession	GSE62254	GSE29272	GSE26901	GSE26899	GSE28541	GSE15459	GSE26253	GSE183136	GSE13861
Sex, n (%)									
Male	199 (66.6%)	99 (78.6%)	69 (63.3%)	73 (78.5%)	27 (67.5%)	117 (64.3%)	280 (64.8%)	384 (68.1%)	46 (73%)
Female	100 (33.4%)	27 (21.4%)	40 (36.47%)	20 (21.5%)	13 (32.5%)	65 (35.7%)	152 (35.2%)	180 (31.9%)	12 (27%)
Age, median (range)	64 yr (24–86 yr)	59 yr (23–71 yr)	58 yr (28–74 yr)	60 yr (36–83 yr)	58 yr (33–78 yr)	66 yr (23–92 yr)	52 yr (23–74 yr)	61 yr (27–86 yr)	62 yr (31–83)
DFS data available, n(%)	299 (100%)	No	109 (100%)	93 (100%)	No	No	432 (100%)	No	63 (100%)
M stage, n (%)									
M0	272 (91%)		102 (93.6%)	85 (91.4%)					54 (85.7%)
M1	27 (9%)		7 (6.4%)	7 (7.5%)					4 (6.3%)
Nodal stage, n (%)									
N0	38 (12.7%)	26 (20.6%)						292 (51.8%)	
N1-4	261 (87.3%)	98 (77.8%)						267 (47.3%)	
Tumor stage, n (%)									
I	30 (10%)	5 (4%)	40 (36.7%)	11 (11.8%)	1 (2.5%)	30 (16.5%)	68 (15.7%)	20 (3.5%)	12 (19%)
II	97 (32.4%)	5 (4%)	18 (16.5%)	18 (19.4%)	6 (15%)	27 (14.8%)	167 (38.7%)	145 (25.7%)	12 (19%)
III	96 (32.1%)	108 (85.7%)	36 (33%)	27 (29%)	12 (30%)	67 (36.8%)	130 (30.1%)	379 (67.2%)	24 (38.1%)
IV	76 (25.4%)	8 (6.3%)	15 (13.8%)	36 (38.7%)	21 (52.5%)	58 (31.9%)	67 (15.5%)	20 (3.5%)	15 (23.8%)
Lauren classification, n (%)									
Intestinal	146 (48.8%)		82 (75.2%)	59 (63.4%)		93 (51.1%)	139 (32.2%)	194 (34.4%)	19 (30.2%)
Diffuse	134 (44.8%)		11 (10.1%)	31 (33.3%)		12 (39.6%)	280 (64.8%)	196 (34.8%)	28 (44.4%)
Mixed	17 (5.7%)		5 (4.6%)	2 (2.2%)		17 (9.3%)	13 (3%)	25 (4.4%)	12 (19%)
Other	2 (0.7%)							148 (26.2%)	
Adjuvant chemotherapy, n (%)									
No			70 (64.2%)	26 (28%)			432 (100%)	109 (19.3%)	16 (25.4%)
Yes			39 (35.8%)	67 (72%)				451 (80%)	47 (74%)

**Fig. 3:**
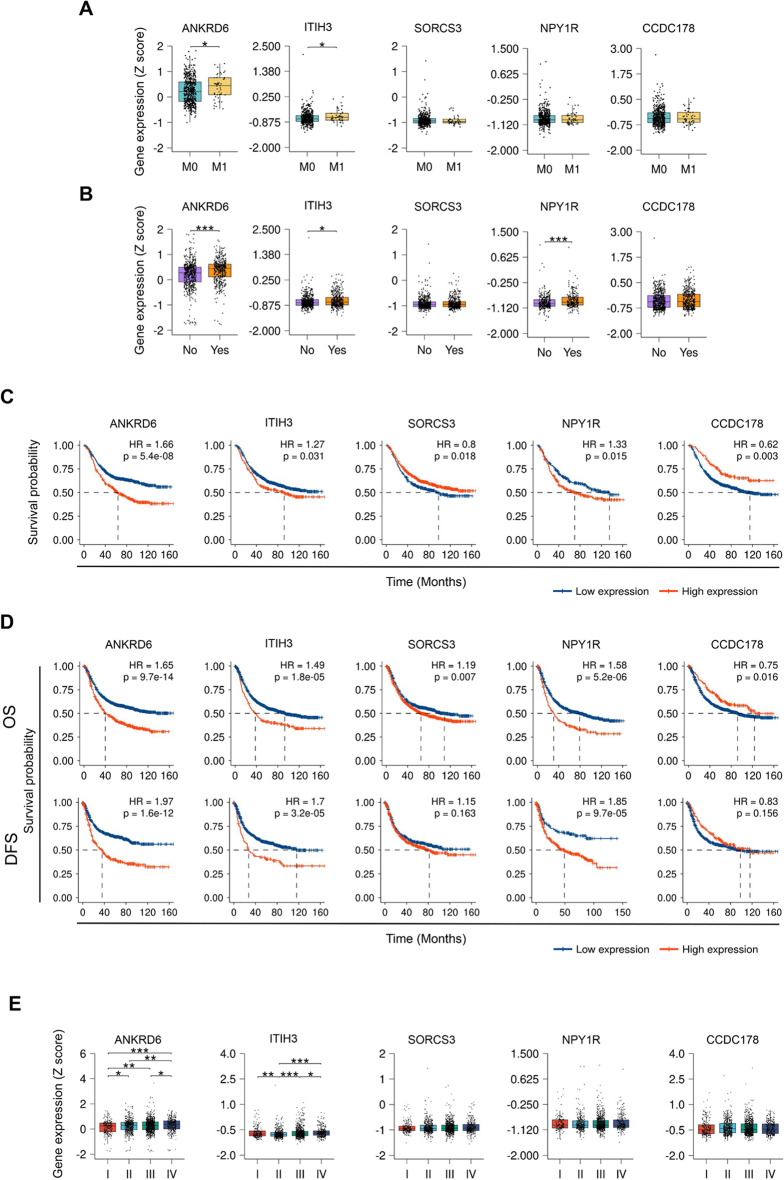
Association of *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* expression with metastasis, recurrence and survival on a total of 1908 GC patients from 9 publicly available GC data sets. **A** Expression of the 5 genes in primary tumor tissue of GC patients presenting distant metastasis (M) or not (M0) (N_M0_ = 513, N_M1_ = 45). **B** Expression of the 5 genes individually in primary tumor tissue of patients who recurred (Yes) or not (No) after the primary therapy (N_No_ = 573, N_Yes_ = 423). **C** Kaplan-Meier plots of OS according to the expression of the 5 genes in patients treated with adjuvant chemotherapy (N = 1036). The best cut-off method was used for expression level stratification. **D** Kaplan-Meier plots of OS (top) and DFS (bottom) according to the expression of the 5 genes. The best cut-off method was used for expression level stratification. **E** Expression of the 5 genes in the different tumor stages (N_I_ = 217, N_II_ = 495, N_III_ = 879, N_IV_ = 316)

### *ANKRD6* and *ITIH3* in GC progression, metastasis and EMT

Given the higher clinical impact of *ANKRD6* and *ITIH3,* we explored the score of their combined expression and compared its potential with respect to the 5 genes individually and the 5-gene signature. First, we detected that a high score of this 2-gene signature in ACRG and TCGA cohorts predicted worse prognosis (Figs. 4A and S7A), and was an age- and stage- independent prognostic factor (Figs. 4B and S7B), in the former cohort with HRs higher than those obtained with the genes individually. The 2-gene score was significantly higher in tumor *versus* paired normal gastric tissue in patients presenting poor outcome (Fig. 4C), and was also higher in advanced disease stages (Figs. 4D and S7C) and in patients with recurrence (Figs. 4E and S7D). Moreover, the score was higher in the MSS/EMT and GS molecular subtypes (Figs. 4F and S7E), in samples from patients presenting node invasion (Figs. 4G and S7F), and in metastatic cases in TCGA and ACRG (Figs. 4H and S7G). In the metastatic patients, the score of the 5-gene signature was not significantly higher neither in the TCGA cohort nor in the ACRG cohort (Fig. S8A), reinforcing the relevance of *ANKRD6* and *ITIH3* in metastasis. Moreover, using the Cancer Cell Line Encyclopedia (CCLE), we determined that among our identified genes, in GC cells, *ANKRD6* showed the highest levels on average, with the metastatic cell lines displaying higher expression than those cells derived from primary cases (Fig. S8B, S8C).

**Fig. 4:**
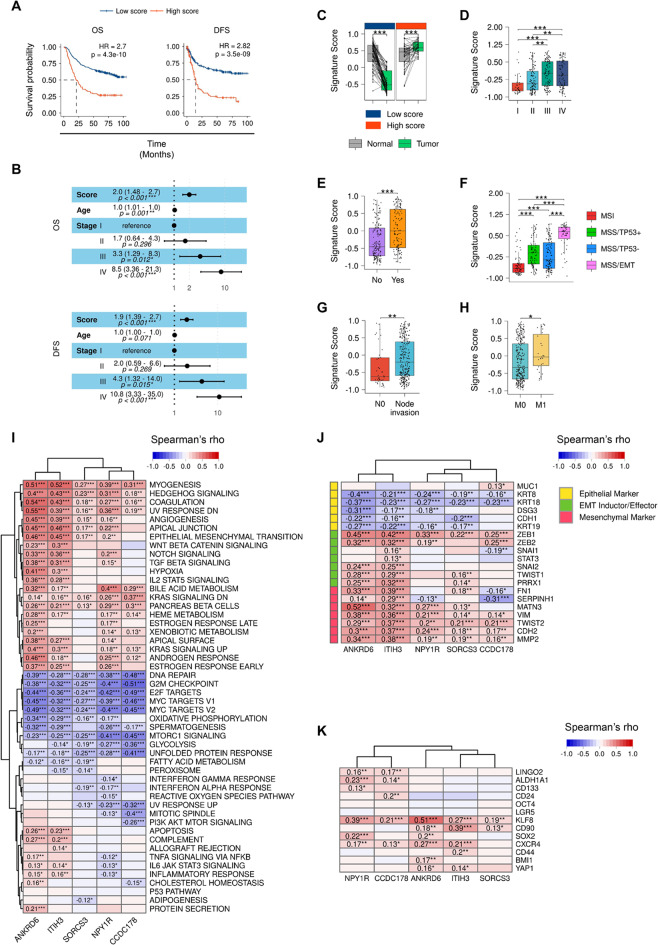
Association of the GSVA score of *ANKRD6* and *ITIH3* with prognosis and clinic-pathological characteristics, and correlation of the 5 genes with hallmark gene sets in the ACRG cohort. **A** Kaplan-Meier plots of OS and DFS according to the *ANKRD6* and *ITIH3* GSVA score in the ACRG cohort using the best cut-off method for GSVA score stratification. **B** Forest plots showing multivariate Cox regression analysis for the *ANKRD6* and *ITIH3* GSVA score in association with OS (left) and DFS (right), adjusting for age and TNM stage, in the and ACRG cohort. **C** *ANKRD6* and *ITIH3* GSVA score in normal gastric tissue versus the corresponding paired GC tissue in ACRG patients stratified into high and low score subgroups according to the cut-off defined in (**A**). *ANKRD6* and *ITIH3* GSVA score according to tumor stage (**D**), recurrence (**E**), molecular subtype (**F**), N stage (**G**), and M stage (**H**). **I** Correlation of *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* with the GSVA scores of the 50 hallmark gene sets defining biological states or processes from The Molecular Signatures Database (MSigDB) in the ACRG cohort. Genes and hallmarks are grouped by hierarchical clustering. Blue colour represents negative correlations and red colour positive correlations. Spearman’s rho correlation coefficient is indicated in significant correlations. Correlation of *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178* with epithelial and mesenchymal markers, and EMT inductors (**J**), and with CSC markers (**K**) in the ACRG cohort. In (**J**), markers are clustered within each marker category, and in (**K**), genes in columns and rows are grouped by hierarchical clustering. Blue colour represents negative correlations and red colour positive correlations. Spearman’s rho correlation coefficient is indicated in significant correlations (Colour figure online)

Then, with the aim of exploring the biological significance of the identified genes in GC, we studied their relationship with described pathways. For this, we took advantage of the GSVA signature score of the hallmark gene sets included in MsigDb (https://www.gsea-msigdb.org/gsea/msigdb/). The Spearman correlation analysis showed that the 5 genes presented positive correlation with the hallmarks of Epithelial mesenchymal transition (EMT), KRAS, Hedgehog signaling, or myogenesis in both TCGA and ACRG cohorts (Figs. 4I and S7H). In contrast, there was negative correlation with G2M checkpoint or DNA repair hallmarks (Figs. 4I and S7H). These analyses also showed differences in the pattern of correlations of the genes, differentiating *ANKRD6* and *ITIH3* in one side, from *SORCS3, NPY1R* and *CCDC178*. Thus, TGF beta, STAT3 and TNFA signaling and apoptosis were pathways specifically correlated with *ANKRD6* and *ITIH3* (Figs. 4I and S7H). Moreover, *ANKRD6* and *ITIH3* were the genes most positively correlated with the hallmark of EMT in both cohorts, with Spearman coefficients of 0.46 and 0.35 for *ANKRD6* in ACRG and TCGA; and coefficients of 0.44 and 0.49 for *ITIH3* in the corresponding cohorts (*p*-value < 0.001 in all cases) (Figs. 4I and S7H).

To further characterize the connection of these genes with the process of EMT, we explored the correlations established between them and canonical epithelial and mesenchymal markers, whose expression decrease and increase in cells undergoing EMT respectively, as well as with EMT inducers. This study revealed negative correlations with epithelial genes, such as the epithelial cell adhesion protein E-Cadherin (*CDH1*), the cytoskeletal genes coding the keratins 8, 18 and 19 (*KRT8, KRT18* and *KRT19)* and desmoglein 3 (*DSG3*) in both ACRG and TCGA cohorts (Figs. 4J and S7I). On the contrary, positive correlations with mesenchymal markers such as N-Cadherin (*CDH2*), the cytoskeletal protein Vimentin (*VIM*), the matrix metallopeptidase 2 (*MMP2*), proteins belonging to the extracellular matrix (ECM) such as Fibronectin 1 (*FN1*) and Matrilin-3 (*MATN3*), or related to its composition such as the serpin family H member 1 (*SERPINH1*), were detected (Figs. 4J and S7I). Finally, positive correlations were found between the 5 genes with the expression of different EMT inducers including *ZEB1/2, SNAI1/2, TWIST1/2, PRRX1* and *STAT3* (Figs. 4J and S7I). Notably, the strongest correlations and with the highest number of markers of each group were detected for *ANKRD6* and *ITIH3.*

Since metastasis and EMT, as well as recurrence and therapy resistance, are attributed to cancer stem cells (CSCs) [31, 32], we studied the correlation of the 5 genes with regulators of CSCs. This analysis revealed that several stem cell markers were positively and significantly correlated with the 5 genes in both cohorts (Figs. 4K and S7J). As in the case of biological pathways and EMT markers/inducers, *ANKRD6* and *ITIH3* were the genes, specially the first one, presenting the strongest patterns of correlation and with a higher number of stem markers, exhibiting *ANKRD6* significant correlations with *SOX2, BMI1, KLF8, LINGO2, CXCR4, CD90* and *YAP1* (Figs. 4K and S7J). These results associate high levels of *ANKRD6* and *ITIH3* with the EMT process.

### *ANKRD6* is required for gastric cancer cell activity

*ANKRD6* was the most robustly associated with poor outcome, recurrence and metastasis among the 5 genes. Moreover, its impact on GC cell activity remained unexplored. Therefore, we selected this gene in order to address its functional role in GC cells. For this, we silenced the expression of *ANKRD6* using 2 independent short hairpin RNAs in the metastatic GC cell line MKN45, which expresses high levels of *ANKRD6*, as observed in CCLE (Fig. S8B). Once we validated the significant inhibition of *ANKRD6* using both short hairpins (Fig. 5A), we analyzed the phenotype of the *ANKRD6*-silenced cells, detecting multiple cells de-attached in *sh1* and *sh2* conditions, indicative that they could undergo apoptosis. To confirm this idea, immunofluorescence of the apoptosis markers active Caspase-3 and proteolyzed PARP-1 were performed. Noteworthy, we detected an increase of around 5–10 fold in *ANKRD6-*silenced cells compared to control cells. In particular, the proportion of cells positive for active Caspase-3 was 3.37% ± 0.31 and 4.61% ± 0.54 in *sh1* and *sh2* cells compared to 0.56% ± 0.14 in controls (Fig. 5B). Similarly, proteolyzed PARP-1-positive cells were 2.64% ± 0.55 and 4.00% ± 0.32 in *ANKRD6*-silenced compared to 1.03% ± 0.27 in controls (Fig. 5C). Additionally, flow cytometry analysis unveiled a significant increase in the proportion of cells in the subG1 phase in *ANKRD6*-silenced cells (*sh1*; 11.87% ± 0.25; *sh2*: 13.39% ± 0.99) respect to control cells (0.77% ± 0.45) (Fig. 5D). Moreover, we observed an increase in the percentage of cells in the G2M phase, whilst the proportion of cells decreased in G1 and S phases (Fig. 5D), suggesting cell cycle arrest. To test the effect on cell proliferation, we performed cell count experiments, which revealed a significant and progressive reduction in the number of cells over time in both *sh* conditions compared to control cells (Fig. 5E). Concretely, at day 5, the number of *sh1* and *sh2* cells was reduced by ~60% (Fig. 5E).

**Fig. 5:**
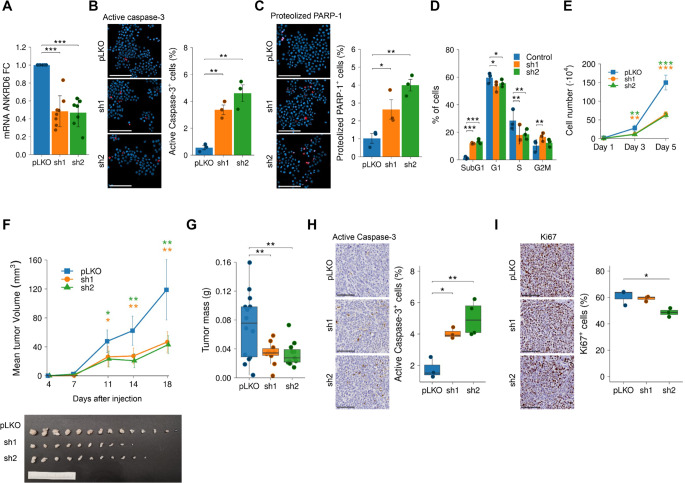
Role of *ANKRD6* in gastric cancer cell activity. **A** *ANKRD6* mRNA expression in MKN45 GC cell line lentivirally transduced with *pLKO* (control) or *ANKRD6* silencing (*sh1* and *sh2*) plasmids (n ≥ 3). Quantification and representative images of active Caspase-3-positive cells (**B**) and proteolyzed PARP-1-positive cells (**C**) in *pLKO* and *shANKRD6* MKN45 cells analyzed by immunofluorescence (n = 3). **D** Cell cycle distribution in *pLKO* and *shANKRD6* MKN45 cells assessed through the study of cell DNA content by flow cytometry (n = 3). **E** Growth curves representing the number of *pLKO* and *shANKRD6* MKN45 cells counted at days 1, 3 and 5 after seeding (n ≥ 3). **F** Volume at the indicated time points and image of subcutaneous tumors generated by *pLKO* (control) and *shANKRD6* MKN45 cells in immunodeficient FOXn1^nu (nu/nu)^ mice. **G** Mass of subcutaneous tumors represented in (F). Representative images and quantification of cells presenting active Caspase-3 (**H**) and Ki67 positive staining (**I**) assessed by IHC in subcutaneous tumors from (F). Scale bar: 100 µm

Then, we moved to the in vivo setting and established subcutaneous xenografts of control and *ANKRD6*-silenced cells in immunodeficient mice. *ANKRD6*-silenced cells displayed a significant reduction in tumor growth with respect to control cells (Fig. 5F). The decrease in tumor volume was 67.2% in *sh1* tumors and 66.8% in *sh2* at day 18. Consistent with this, the tumor weight was significantly lower in those derived from *ANKRD6*-silenced cells (Fig. 5G). Furthermore, we explored Caspase-3 and the proliferation marker Ki67 in these tumors by IHC, finding a 2–3 fold increase in the number of active Caspase-3 positive cells (Fig. 5H), and a decrease in the proportion of Ki67-positive cells (Fig. 5I) in *sh* conditions, which confirmed in vivo the requirement of *ANKRD6* for tumor cell survival and proliferation. Overall, these results demonstrate that *ANKRD6* is required for GC metastatic cell activity and malignancy.

### *ANKRD6* is required for GC metastatic traits

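RNA sequencing compared MKN45 cells, an established gastric cancer cell line, carrying the *pLKO* control plasmid with MKN45 cells carrying a plasmid with a short hairpin RNA against *ANKRD6* (*shANKRD6*). The lentiviral infection lasted 6 hours and was repeated independently 4 times (infections 0, I, II and III). Each infection gave 1 *pLKO* and 1 *shANKRD6* library. The sample labels name 1 hairpin for all silenced libraries. According to the series design, the pair of infection III was left out after quality control, so values are given first for infections 0, I and II (3 libraries per group) and then for all 8 libraries. In *ANKRD6*-silenced cells, *ANKRD6* lay at 2.16 ± 0.458 transcripts per 1000000 (TPM, SD, n = 3), against 2.97 ± 0.339 (SD, n = 3) in *pLKO* cells. *ANKRD6*, which encodes an ankyrin repeat protein also called Diversin, has 16 exons in its canonical annotated transcript and lies on the plus strand of chromosome 6 of GRCh38 from 89433152 to 89633834. Its TPM in the silenced and the control library was 2.56 and 3.35 in infection 0, 2.26 and 2.86 in infection I, and 1.66 and 2.70 in infection II. In infection III it was 2.18 and 3.37, and over all 8 libraries the means were 2.17 ± 0.374 and 3.07 ± 0.341 (SD, n = 4 each). The silenced library thus held from 61.5% to 79.0% of the control level, and *ANKRD6* was lower in the silenced library of 4 of 4 pairs. These levels rest on 74 to 150 counts per library. The log2 fold change over infections 0, I and II was −0.48 (standard error 0.16, adjusted p = 0.111 from edgeR's quasi-likelihood test), which did not pass the test. It was −0.98 without the *pLKO* library of infection 0 and −0.19 without that of infection II, and neither passed. With the infection as a block it was −0.51 (adjusted p = 0.0284), and over all 8 libraries with that block −0.58 (adjusted p = 0.00884), in both cases with a fold change under 1.5. The authors filtered the reads with SOAPnuke, aligned them to GRCh38.p13 with Bowtie2 and deposited estimated counts, normalized counts, TPM and FPKM per gene. In infections 0, I and II the estimated counts summed to between 15100689 and 15594362 per *pLKO* library (median 15309783) and to between 14886530 and 16052795 per *shANKRD6* library (median 15677107). In infection III they summed to 15737594 (*pLKO*) and 15699032 (*shANKRD6*). They were rounded to whole numbers, normalized by TMM and tested with edgeR, with the first principal component of the libraries as a covariate, as the paper's methods state for its own test. Genes were called differentially expressed at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper.

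**Figure D1:**
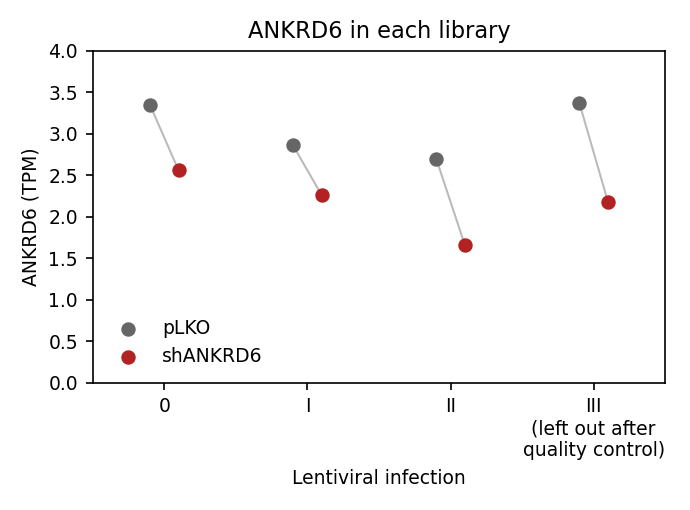
*ANKRD6* level in TPM (vertical axis) in the *pLKO* (grey) and *shANKRD6* (red) library of each lentiviral infection (horizontal axis), with a line joining the libraries of 1 infection. The silenced library lies below the control library in all 4 infections, at 1.66 to 2.56 TPM against 2.70 to 3.37.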

Then, to unravel the molecular mechanisms associated to the activity of *ANKRD6*, we performed RNA sequencing in control and *ANKRD6*-silenced cells. 450 genes were differentially expressed with respect to control cells, with a fold-change cut-off of >1.5 and *p*-adjusted values <0.05. Among them, 198 genes were up-regulated and 252 down-regulated. 

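In the libraries of infections 0, I and II, 406 of the 12398 genes tested were differentially expressed in *ANKRD6*-silenced cells. *KRT5*, a keratin of basal epithelial cells on chromosome 12 of GRCh38 (52514575 to 52520530), rose from 6.42 ± 2.84 counts per 1000000 (CPM, SD, n = 3) in *pLKO* cells to 41.9 ± 8.51 in *ANKRD6*-silenced cells (log2 fold change 2.78, standard error 0.24, adjusted p = 0.00173 from edgeR's quasi-likelihood test). *CPNE1*, which encodes a calcium-dependent phospholipid-binding protein and lies on chromosome 20 (35626031 to 35664956), fell from 57.3 ± 6.39 to 13.3 ± 1.46 CPM (log2 fold change −2.08, standard error 0.11, adjusted p = 1.51e-04). In infection III, the log2 difference between the pair was 2.72 for *KRT5* and −1.58 for *CPNE1*. Over all 8 libraries, 151 genes were differentially expressed, 128 of them among the 406. There the first principal component correlated with the group at 0.45, so this covariate may take up part of the difference between the groups. With the infection as a block, 723 genes were called over infections 0, I and II and 636 over all 8 libraries, 389 and 322 of them among the 406. With neither a covariate nor a block, 56 genes were called. Leaving out both libraries of infection 0, I or II gave 762, 657 or 911 genes. Leaving out the *shANKRD6* library of infection 0, the *shANKRD6* library of infection II or the *pLKO* library of infection II gave 65 genes each (63, 56 and 61 of the 406). EdgeR called 0 genes without the *pLKO* library of infection 0, with 1531 at an unadjusted p under 0.05. The first principal component was taken anew in each fit. Without that library it correlated with the group at 0.81, against 0.12 with all libraries of infections 0, I and II. The group and the covariate are therefore hard to separate there. In the fits with 65 genes the correlation was 0.58, 0.52 and 0.70, in the order given. It was 0.58 and 0.52 without both libraries of infection 0 or II. Fewer calls in these fits may thus come from the covariate as well as from the library left out.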

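Of the differentially expressed genes, 161 were up-regulated, with a median log2 fold change of 0.93, and 245 were down-regulated, with a median of −0.81. Next to *KRT5*, the up-regulated genes included *SLC40A1*, the cellular iron exporter ferroportin, which went from 66.8 ± 16.4 to 239 ± 90.1 CPM (SD, n = 3 each; log2 fold change 1.89, standard error 0.12, adjusted p = 2.99e-04 from edgeR's quasi-likelihood test). *BLNK*, a signaling adaptor of B cells (1.81), *LEFTY1*, a secreted antagonist of Nodal signaling (1.69), *PGBD5*, a gene derived from a transposase (1.55), and *PIK3IP1*, an inhibitor of PI3K (1.53), also rose, as did *LGSN* (1.82). The *shANKRD6* library of infection II lay apart from the other silenced libraries for *LEFTY1*. *RASA4* (1.64), *RASA4B* (1.78) and *TNXB* (1.72) share sequence with near-identical copies, so their values are uncertain. Among the down-regulated genes, *PDCL3*, a phosducin-like protein, fell from 54.7 ± 8.61 to 14.1 ± 1.79 CPM (log2 fold change −1.99, standard error 0.10, adjusted p = 1.44e-04). *ACKR4*, an atypical chemokine receptor (−2.13), *HEPH*, a copper-dependent ferroxidase of iron export (−2.05), *TFF1*, the trefoil peptide of the gastric surface epithelium (−1.97), and *WWC3* (−1.71) fell too. So did *CDC26*, a subunit of the anaphase-promoting complex (−1.73), *HLA-DMB*, which helps to load peptides on MHC class II (−1.70), and *WNT7B*, a Wnt ligand (−1.61). Without the *pLKO* library of infection 0, the log2 fold change was 0.24 for *LGSN*, 0.37 for *BLNK*, 0.60 for *PIK3IP1*, 0.88 for *LEFTY1*, 0.89 for *SLC40A1*, 0.43 for *RASA4B* and 0.59 for *TNXB*, and −1.76 for *PDCL3*, −5.04 for *TFF1*, −3.35 for *ACKR4* and −2.80 for *WWC3*. Without the *shANKRD6* library of infection 0, *ACKR4* had −1.31, and without both libraries of infection 0 it had −0.93, *HEPH* −1.10 and *TFF1* −0.88. Without the *shANKRD6* library of infection II, *BLNK* had 1.00, *RASA4* 0.92, *RASA4B* 0.74, *TNXB* 0.89, *PIK3IP1* 0.92 and *TFF1* −3.01, and *TFF1* had −1.31 without the *pLKO* library of that infection. Without both libraries of infection II, *BLNK* had 0.69, *RASA4* 0.70, *RASA4B* 0.35, *TNXB* 0.59, *PIK3IP1* 0.68, *TFF1* −3.22 and *WNT7B* −0.96. Of these genes, *SLC40A1*, *LGSN*, *RASA4*, *RASA4B*, *TNXB*, *PGBD5*, *ACKR4*, *HEPH* and *TFF1* did not pass over all 8 libraries (adjusted p from 0.0507 to 0.249), but did so there with the infection as a block. The 3′ untranslated regions (UTRs) of *CDC26*, *WNT7B* and the up-regulated *PGBD5* hold AGCTGGAA. This sequence was found in 21.3% of the down-regulated genes and in 6.24% of the genes not called. It was picked by a scan of the same comparison, so these shares are not independent evidence. In the pair of infection III, 134 of the 161 up-regulated and 236 of the 245 down-regulated genes changed in the same direction, with median log2 differences of 0.36 and −0.60. Over all 8 libraries, 45 genes were up-regulated and 106 down-regulated, and with the infection as a block 306 and 417 over infections 0, I and II. Leaving out both libraries of infection 0, I or II gave 418, 265 or 248 up-regulated and 344, 392 or 663 down-regulated genes. Leaving out the *shANKRD6* library of infection 0 gave 13 and 52, that of infection I 221 and 371, that of infection II 11 and 54, and leaving out the *pLKO* library of infection II gave 31 and 34. In each direction edgeR called 0 without the *pLKO* library of infection 0, where 1531 genes had an unadjusted p under 0.05.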

The gene set enrichment analysis (GSEA) identified statistically significant downregulation of 11 pathways in *ANKRD6-*silenced cells (Fig. 6A). Among them, the hallmark of EMT was identified, as well as other hallmarks such as G2M checkpoint or KRAS signaling up, which is in agreement with the results obtained above. Consequently, we studied functional and molecular events linked to EMT and metastasis in *ANKRD6*-silenced cells. 

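All 11 gene lists written for the pathways of Fig. 6A leaned lower in *ANKRD6*-silenced cells, of which camera called 4 at a preset correlation and 0 at an estimated one. Preranked GSEA, the kind of test the paper used, called 6 of the 11 lower, but does not allow for correlation between genes. The estimated correlation called 0 of all 33 lists tested, those of Fig. 6G included, so its 0 does not set the pathway lists apart. Over all genes, 849 of 12398 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, 521 lower and 328 higher. With the infection as a block, 2924 did. Of the 4 lists called lower, only cholesterol homeostasis held a larger share of such genes than this without the block. Of 144 genes of oxidative phosphorylation, 7 were lower and 1 was higher at an adjusted p under 0.05 (6 and 1 when adjusted over the list alone; 28 and 1 with the infection as a block). Among the lower ones were *ACADM*, a dehydrogenase of fatty acid oxidation (log2 fold change −0.75, with the *pLKO* library of infection II below the other control libraries), *OGDH*, a subunit of the 2-oxoglutarate dehydrogenase complex (−0.60), and *NDUFS1*, a subunit of respiratory complex I (−0.48). Of 71 genes of cholesterol homeostasis, 5 were lower and 1 was higher (5 and 1 when adjusted over the list alone; 20 and 1 with the block). They included *SREBF2*, the transcription factor of sterol synthesis (−0.57), but also genes that are not sterol enzymes, namely *SEMA3B*, a semaphorin (−1.32), *ERRFI1*, an inhibitor of the EGF receptor (−0.86), and *TP53INP1*, a stress-induced protein (1.15). Of 179 genes of mTORC1 signaling, 8 were lower and 2 were higher (5 and 2 when adjusted over the list alone; 42 and 6 with the block), with *UBE2D3*, a ubiquitin-conjugating enzyme, at −1.17 and *NUPR1*, a stress-response protein, at 1.42. Of 112 genes of the unfolded protein response, 4 were lower and 1 was higher (1 and 0 when adjusted over the list alone; 24 and 9 with the block), with *WIPI1*, an autophagy protein, at −0.86 and *CEBPG*, a transcription factor, at −0.72. The 3′ UTRs of *NDUFS1*, *SEMA3B* and *UBE2D3* hold AGCTGGAA, as do those of 732 of 11722 genes not called. This sequence was picked on the same comparison, so its presence is not evidence of a cause. By camera, which compares the genes of a list with all other genes, the adjusted p was 2.79e-04 for oxidative phosphorylation, 0.00190 for cholesterol homeostasis, 0.0145 for mTORC1 signaling and 0.0284 for the unfolded protein response. For all 4 lists the adjusted p = 0.563 with an estimated correlation. The list of MYC targets (9 lower and 1 higher of 199, 4 and 1 when adjusted over the list alone, 19 and 6 with the block, adjusted p = 0.0959) and that of E2F targets (4 and 2 of 196, 1 and 1 over the list alone, 23 and 10 with the block, 0.152) did not pass the test. Nor did those of the early estrogen response (12 and 2 of 168, 20 and 8 over the list alone, 36 and 17 with the block, 0.145) and the interferon gamma response (9 and 6 of 138, 10 and 7 over the list alone, 31 and 18 with the block, 0.421). Over all 8 libraries, camera called 7 of the 11 lists lower, MYC targets (adjusted p = 5.33e-06), E2F targets (6.23e-04) and the G2M checkpoint (0.00781) in addition, and with the infection as a block 1, cholesterol homeostasis (5.57e-04). With that block over infections 0, I and II, the unfolded protein response did not pass (adjusted p = 0.0758). Of the genes above, *ACADM* (adjusted p = 0.106), *NDUFS1* (0.0551), *WIPI1* (0.171) and *CEBPG* (0.199) did not pass over all 8 libraries without the block, but did so with it (0.00537 or less). Without the *pLKO* library of infection 0, oxidative phosphorylation, mTORC1 signaling and the unfolded protein response leaned higher (adjusted p = 0.228, 0.182 and 0.392), and *NUPR1* had −0.35, *WIPI1* −0.25, *NDUFS1* −0.31 and *ERRFI1* −1.41. Without the *shANKRD6* library of infection II, *NUPR1* had 0.52 and *NDUFS1* −0.29, and without the *pLKO* library *NUPR1* had 2.32 and *SEMA3B* −0.78. Without both, *NUPR1* had 0.17, *NDUFS1* −0.21 and *TP53INP1* 0.66. *CEBPG* had −0.43 without the *shANKRD6* library of infection 0 and −0.39 without both libraries of it, where *NUPR1* had 2.19. Camera called 1 of the 11 lists lower without the *pLKO* library of infection 0 or the *shANKRD6* library of infection II. It called 7 lower without the *shANKRD6* library of infection 0, the *pLKO* library of infection II or both libraries of infection 0, and 2 without both libraries of infection I or II. Oxidative phosphorylation, mTORC1 signaling and the unfolded protein response did not pass without both libraries of infection II (0.287, 0.673 and 0.650) or its *shANKRD6* library (0.989, 0.507 and 0.446). Nor did mTORC1 signaling and the unfolded protein response without both libraries of infection I (0.0559 each) or its *pLKO* library (0.0558 and 0.105). Cholesterol homeostasis did not pass without the *pLKO* library of infection 0 (0.628) or the *shANKRD6* library of infection I (0.0535).

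**Figure D2:**
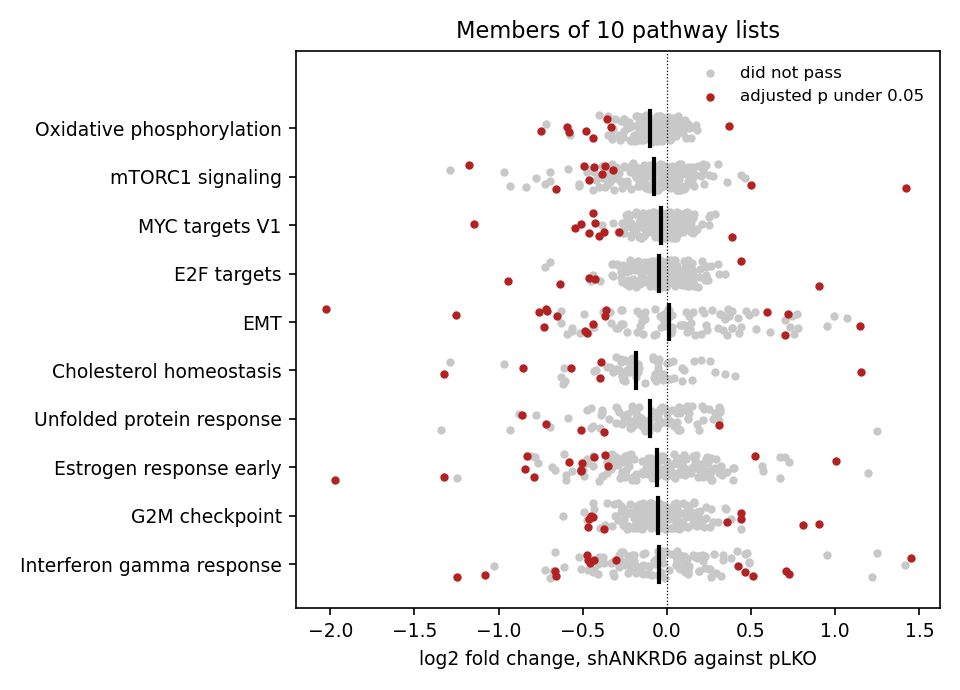
Log2 fold change of *ANKRD6*-silenced against *pLKO* cells (horizontal axis) for each tested member of 10 of the pathway lists (vertical axis), over infections 0, I and II, with members at an adjusted p under 0.05 in red, the others in grey and the list's median as a black bar. The medians of the 4 lists called lower lie between −0.18 (cholesterol homeostasis) and −0.08 (mTORC1 signaling), and that of the EMT list at 0.01.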

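The members of the EMT and G2M checkpoint lists moved both ways in *ANKRD6*-silenced cells. Over all genes, 849 of 12398 had an adjusted p under 0.05 from edgeR, and 2924 with the infection as a block. Of 110 EMT genes tested, 12 were lower and 4 were higher at an adjusted p under 0.05 (12 and 10 when adjusted over the list alone; 24 and 18 with the infection as a block), with *ITGA5*, a subunit of the fibronectin receptor, among the lower ones (log2 fold change −0.44, standard error 0.11, adjusted p = 0.0495 from edgeR's quasi-likelihood test; 0.13 in the pair of infection III and −0.07 without both libraries of infection 0, −0.19 without its *shANKRD6* and −0.92 without its *pLKO* library). Of 196 genes of the G2M checkpoint, 5 were lower and 5 were higher (4 and 5 when adjusted over the list alone; 24 and 15 with the block). Among them were *PLK4*, the kinase of centriole duplication (−0.46), *HMGN2*, a nucleosome-binding protein (−0.47), with the *shANKRD6* library of infection 0 below the other silenced libraries, *CDKN2C*, an inhibitor of CDK4 and CDK6 (0.90), and *RPS6KA5*, a histone H3 kinase (0.81). Without the *pLKO* library of infection 0 these were −0.19, −0.11, 0.72 and 0.18. *PLK4* had −0.69 without the *shANKRD6* library of infection 0, −0.76 without both libraries of it and −0.26 without both of infection II, where *HMGN2* had −0.07 (−0.18 without the *shANKRD6* library alone). In the fit of all 8 libraries *ITGA5* (−0.05, adjusted p = 0.902), *PLK4* (0.326), *HMGN2* (0.0877), *CDKN2C* (0.0993) and *RPS6KA5* (0.0937) did not pass, but with the infection as a block all 5 had an adjusted p under 0.05 there (0.0406, 0.00593, 0.00843, 0.0119 and 0.00679). By camera at the preset correlation, neither list passed (adjusted p = 0.917 for EMT and 0.154 for the G2M checkpoint). For EMT, the median (0.01) and the mean (0.02) of the log2 fold changes were above 0 while the test leaned lower. The G2M checkpoint list was called higher without the *pLKO* library of infection 0 (adjusted p = 0.00958), the *shANKRD6* library of infection II (0.00781) or both libraries of infection II (2.06e-04). It was called lower without the *shANKRD6* library of infection 0 (0.00241), the *pLKO* library of infection II (1.61e-06) or both libraries of infection 0 (0.00286). In the fits that called it higher or lower, the first component correlated with the group at 0.52 to 0.81, against 0.12 in the fit reported. The paper states that the pathways it found match its earlier results on the silenced cells and therefore went on to study EMT and metastasis.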

First, we detected an increased expression of the epithelial markers E-Cadherin and Keratin-18 (KRT18) in *ANKRD6*-silenced cells using IHC, western blot and immunofluorescence techniques in vivo and in vitro (Fig. 6B–D). In line with these findings at cellular level, the expression of *ANKRD6* inversely correlated with both epithelial markers in the GC samples from the ACRG and TCGA patients (Figs. 4J and S7I). Moreover, the capacity of GC cells for migration and invasion was significantly impaired by *ANKRD6* silencing (Fig. 6E, F). Thus, the migration capacity of *ANKRD6*-silenced cells compared to controls represented the 60.8 ± 11.2% and the 43.7 ± 4.3% for *sh1* and *sh2* cells, respectively (Fig. 6E). Similarly, the invasive potential of *sh* cells was reduced in around 30% (Fig. 6F).

**Fig. 6:**
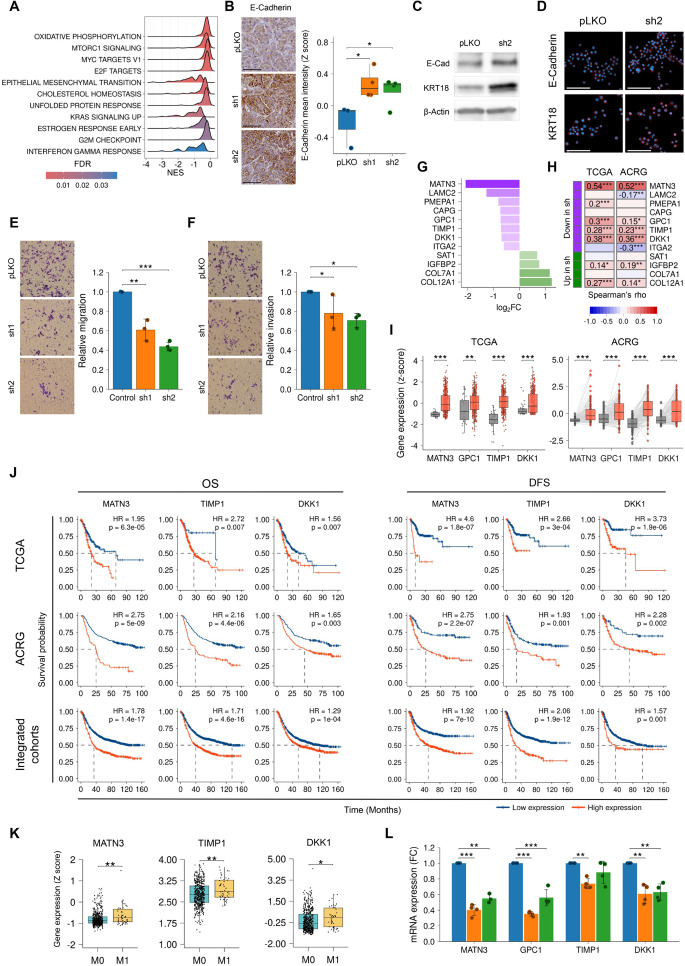
Pro-metastatic role of *ANKRD6* in gastric cancer. **A** GSEA ridge plots depicting the enrichment of signal pathways altered in *shANKRD6* cells respect to *pLKO* cells. **B** Representative image and quantification of E-Cadherin determined by IHC in subcutaneous tumors derived from *pLKO* and *shANKRD6* MKN45 cells. Scale bar: 100 µm. Representative western blot (**C**) and immunofluorescence (**D**) of E-Cadherin and KRT18 in *pLKO* and *sh2 ANKRD6* MKN45 cells. Scale bar: 100 µm. Representative images and relative migration (**E**) and invasion (**F**) of *ANKRD6*-silenced cells respect to control cells determined by transwell assays (n ≥ 3). **G** Genes belonging to the Epithelial mesenchymal transition (EMT) hallmark gene set that are differentially expressed in *shANKRD6* cells respect to *pLKO* cells. Genes down-regulated are represented in purple and up-regulated in green. **H** Correlation in TCGA and ACRG cohorts between the expression of *ANKRD6* and the DEGs from the EMT hallmark. **I** Expression of *MATN3, GPC1, TIMP1* and *DKK1* in normal gastric tissue (grey) versus the corresponding paired GC tissue (red) in TCGA (N_tumor_ = 32, N_normal_ = 375) and ACRG (N_tumor_ = 98, N_normal_ = 98). **J** Kaplan-Meier plots of OS (left) and DFS (right) according to the expression of *MATN3, TIMP1* and *DKK1* in TCGA, ACRG and the integrated cohort. **K** Expression of *MATN3, TIMP1* and *DKK1* according to M stage in the integrated cohort (N_M0_ = 513, N_M1_ = 45). **L** mRNA expression of *MATN3, GPC1, TIMP1* and *DKK1* determined by qPCR in *shANKRD6* respect to *pLKO* cells (n ≥ 3) (Colour figure online)

We observed that within the hallmark of EMT, 8 genes were significantly down-regulated and 4 were up-regulated in *ANKRD6*-silenced cells (Fig. 6G). 

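Of the 12 genes of Fig. 6G, 10 were differentially expressed in *ANKRD6*-silenced cells, 7 of the 8 down-regulated and 3 of the 4 up-regulated ones (8 and 4 lower and higher when adjusted over the list alone). The study chose these genes on the same samples, so their count is not independent evidence of a direction. *COL12A1*, a collagen of the extracellular matrix on chromosome 6 (75084326 to 75206267), rose from 16.0 ± 3.43 to 34.4 ± 12.5 CPM (SD, n = 3 each; log2 fold change 1.15, standard error 0.18, adjusted p = 0.0112 from edgeR's quasi-likelihood test), with the *shANKRD6* library of infection II below the other silenced libraries. *IGFBP2*, which binds insulin-like growth factors, rose from 62.0 ± 7.26 to 100.1 ± 13.3 CPM (0.72, standard error 0.08, adjusted p = 0.00305), and *SAT1*, an enzyme of polyamine breakdown, from 473 ± 51.7 to 773 ± 162 CPM (0.70, standard error 0.17, adjusted p = 0.0471). *COL7A1*, the collagen of anchoring fibrils, had 13.3 ± 7.80 and 24.1 ± 15.5 CPM (0.99, standard error 0.27, adjusted p = 0.0721), which did not pass. With the infection as a block *COL7A1* was up-regulated (0.84, adjusted p = 2.57e-04), and its *shANKRD6* library of infection 0 lay above the other silenced libraries. Its log2 difference within the pair had an SD of only 0.0956 over infections 0, I and II, and was 0.06 in infection III. Of 186 groups of 4 libraries checked, 11 had such a far library, where about 9.3 are found by chance. In the wider EMT list, 7 genes were down-regulated and 4 up-regulated at the paper's thresholds. These counts were 12 and 10 with the infection as a block, 11 and 8 over all 8 libraries with the block, 4 and 2 over all 8 libraries without it, 2 and 0 with neither covariate nor block, 13 and 9, 10 and 9, or 13 and 8 without both libraries of infection 0, I or II, and 9 and 7 or 6 and 4 without the *shANKRD6* or the *pLKO* library of infection I. They were 3 and 1 without the *shANKRD6* library of infection 0, 2 and 1 without either library of infection II, and 0 and 0 by edgeR without the *pLKO* library of infection 0. The up-regulated gene outside Fig. 6G was *FBN2*, which encodes fibrillin 2 and was named after its value was seen (0.60, standard error 0.08, adjusted p = 0.00599). In the pair of infection III, all 12 genes of Fig. 6G differed in the direction of the paper, by log2 differences from −0.86 (*MATN3*) to 0.81 (*COL12A1*). Over all 8 libraries 6 of the 12 were called, and 9 with the infection as a block. The count was 5 without both libraries of infection II, 4 without the *shANKRD6* library of infection 0, 3 without the *shANKRD6* or the *pLKO* library of infection II, and 0 without the *pLKO* library of infection 0, where edgeR called no gene and 1531 had an unadjusted p under 0.05. There the log2 fold change was 0.33 for *COL12A1*, −0.13 for *COL7A1*, 0.49 for *IGFBP2* and 0.76 for *SAT1*. Without both libraries of infection II, *COL7A1* had 0.02 and *SAT1* 0.39, and without those of infection 0 *SAT1* had 0.33. *COL7A1* had 0.30 without the *shANKRD6* and 1.85 without the *pLKO* library of infection II, and *SAT1* had 0.46 without the former. In the fit of all 8 libraries, *COL12A1* (1.40, adjusted p = 0.00666) and *IGFBP2* (0.70, 0.0247) were called, and *SAT1* (0.62, 0.0891) and *COL7A1* (1.12, 0.236) were not.

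**Figure D3:**
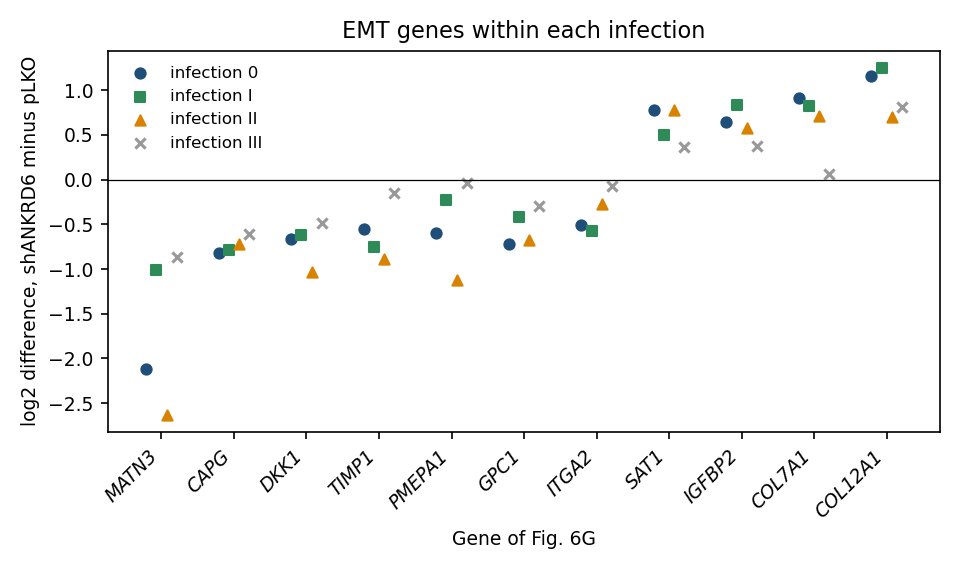
Log2 difference between the *shANKRD6* and the *pLKO* library (vertical axis) of each infection for 11 genes of Fig. 6G (horizontal axis), with 1 symbol per infection. In each of the 4 infections the 7 genes on the left lie below 0 and the 4 on the right above 0, and in infection III *PMEPA1* (−0.04), *ITGA2* (−0.08) and *COL7A1* (0.06) lie close to 0.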

The down-regulated genes were *PMEPA1*, a native regulator of TGF-beta; *DKK1*, an antagonist of the canonical Wnt signaling pathway; *CAPG*, which is involved in actin dynamics; and genes coding components of the ECM (*MATN3* and *LAMC2*) or ECM-interacting proteins (*ITGA2, GPC1* and *TIMP1*) (Fig. 6G). 

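*MATN3*, the matrix protein matrilin 3 on chromosome 2 of GRCh38 (19992052 to 20012668), fell from 2.73 ± 0.648 to 0.665 ± 0.362 CPM in *ANKRD6*-silenced cells (SD, n = 3 each; log2 fold change −2.03, standard error 0.38, adjusted p = 0.0201 from edgeR's quasi-likelihood test). *CAPG*, an actin-capping protein on chromosome 2 (85394753 to 85418432), fell from 296 ± 21.3 to 173 ± 6.12 CPM (−0.76, standard error 0.07, adjusted p = 0.00153). *TIMP1*, an inhibitor of metalloproteinases on chromosome X (47582408 to 47586789), fell from 42.1 ± 2.82 to 25.5 ± 3.32 CPM (−0.72, standard error 0.12, adjusted p = 0.0117). *DKK1*, on chromosome 10 (52314281 to 52318042), fell from 98.9 ± 12.4 to 59.0 ± 15.1 CPM (−0.73, standard error 0.17, adjusted p = 0.0475). *GPC1*, a cell surface proteoglycan on chromosome 2 (240435663 to 240468076), fell from 76.2 ± 15.3 to 50.3 ± 10.6 CPM (−0.65, standard error 0.10, adjusted p = 0.00916). *PMEPA1*, on chromosome 20 (57648392 to 57711536), fell from 33.2 ± 12.8 to 20.6 ± 4.55 CPM (−0.71, standard error 0.16, adjusted p = 0.0366). Its log2 difference was −0.60 in infection 0, −0.23 in infection I, −1.12 in infection II and −0.04 in infection III. *ITGA2*, an integrin subunit of the collagen receptor on chromosome 5 (52989340 to 53094779), had 64.1 ± 16.3 and 47.1 ± 12.4 CPM (−0.52, standard error 0.16, adjusted p = 0.101) and did not pass. With the infection as a block the adjusted p of *ITGA2* was 0.00251, with a fold change still under 1.5. The 3′ UTR of *PMEPA1* holds AGCTGGAA, as do those of 732 of 11722 genes not called. The sequence was picked on the same comparison, so its presence is not evidence of a cause. In the fit of all 8 libraries, *MATN3* (−1.89, adjusted p = 0.0409), *CAPG* (−0.65, 0.00710), *GPC1* (−0.82, 0.0109) and *PMEPA1* (−0.92, 0.0414) were called, and *DKK1* (−0.86, 0.332), *TIMP1* (−0.58, 0.0732) and *ITGA2* (−0.37, 0.515) were not. Over all 8 libraries with that block, *MATN3* (−1.75), *CAPG* (−0.73), *DKK1* (−0.70) and *TIMP1* (−0.59) passed both thresholds, and *GPC1* (−0.53), *PMEPA1* (−0.51) and *ITGA2* (−0.35) had a fold change under 1.5. Without the *pLKO* library of infection 0, 0 of these genes were called by edgeR, as of all genes (1531 at an unadjusted p under 0.05). There the log2 fold change was −0.09 for *GPC1*, −0.17 for *PMEPA1* and −0.05 for *ITGA2*, and −1.50 for *MATN3*, −0.84 for *CAPG*, −0.94 for *TIMP1* and −1.15 for *DKK1*. Without both libraries of infection II, *GPC1* had −0.37, *PMEPA1* −0.13 and *ITGA2* −0.11, and without those of infection 0 *DKK1* had −0.43. Without the *shANKRD6* library of infection II, *PMEPA1* had −0.28 and *ITGA2* −0.25, and *ITGA2* had −1.06 without the *pLKO* library.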

We moved back to the patients and found that *MATN3, GPC1, TIMP1* and *DKK1* were positively and significantly correlated with the expression of *ANKRD6* in the GC patients from both the TCGA and the ACRG cohorts (Fig. 6H). Additionally, their expression was higher in GC tissue respect to normal gastric tissue in both cohorts (Fig. 6I), whereas high expression of *MATN3, TIMP1* and *DKK1* was significantly associated with reduced OS and DFS in GC patients from the TCGA, ACRG and the additional cohorts used in this study (Fig. 6J), their expression being also significantly elevated in the samples of those patients presenting metastasis (Fig. 6K). Finally, we detected that the expression of the four genes was significantly downregulated in *shANKRD6* cells validating the in silico results (Fig. 6L). These findings, overall, reveal a role of *ANKRD6* in GC progression, metastasis and EMT.

## Discussion

Our work identified the top-genes most significantly associated with reduced, both OS and DFS of GC patients from the TCGA. These genes are *ANKRD6, ITIH3, SORCS3, NPY1R* and *CCDC178*, which form a signature associated to adverse clinic-pathological features such as advanced tumor stage, poor prognosis and disease recurrence in GC. Among them, *ANKRD6* and *ITIH3* are the most significant genes within the signature. *ANKRD6*, also called Diversin, belongs to the ankyrin repeat domain protein family and is the homolog of the Diego protein of *Drosophila* [33], whilst *ITIH3* encodes a protein that binds hyaluronic acid and stabilizes the ECM [34]. Very little is known regarding their expression and activity in GC and those findings complement our results. Thus, a recent work proposed a cuproptosis-related prognostic 3-gene signature including *ANKRD6* [35], whereas in relation to ITIH3, higher levels were detected in the plasma of GC patients respect to healthy individuals [36, 37], and it was part of a 8-gene signature associated with poor outcome [58]. Additionally, a few works connected their expression with outcome in additional types of cancer. In this sense, *ANKRD6* is overexpressed in breast cancer, wherein its high level is associated with advanced TNM stages and nodal invasion [38]. In gliomas, the positive expression of *ANKRD6* is associated with advanced tumor grade [39], whereas in non-small cell lung cancer (NSCLC) and colorectal cancer (CRC) is correlated with poor prognosis, advanced stages and poor differentiation [40–42]. Referring to *ITIH3*, higher levels of ITIH3 in the plasma were reported in lung [43], pancreatic [44], and breast cancer [45], whereas opposite findings have been detected in colorectal cancer [46, 47]. In tumor biopsies, *ITIH3* mRNA is reduced in tumor versus normal tissue in breast, uterus, colon, ovary, lung, rectum, and prostate cancer [48, 49], and low protein levels were significantly associated with poor prognosis and platinum resistance in ovarian cancer [49]. These results suggest that the effect of *ITIH3* in cancer is context-dependent, acting as a tumor suppressor in some cancer types, whilst it may exhibit an oncogenic role in others including GC. Indeed, our work has shown that high *ITIH3* expression is associated with reduced survival also in adrenocortical carcinoma, colon adenocarcinoma, kidney renal clear cell carcinoma, kidney renal papillary cell carcinoma and mesothelioma. Moreover, our results confirm that *ANKRD6* is commonly overexpressed in cancer where it is associated to poor outcome and malignancy.

Regarding the other 3 genes of the signature little is known about their expression and role in cancer. *NPY1R* encodes a G protein-coupled receptor that mediates the function of the neurotransmitter neuropeptide Y (NPY), and the peptide YY (PYY), which is a gastrointestinal hormone that controls appetite [50]. *CCDC178* encodes a protein located in the ciliary basal body, whilst *SORCS3* encodes a receptor transmembrane protein of the vacuolar protein sorting 10 family, which acts as a postsynaptic modulator of synaptic depression [51]. Specifically in GC, *NPY1R* is more highly expressed in the subgroup of gastric tumors presenting *MUC16* mutations, and, in agreement with our results, the high expression of *NPY1R* was associated with dismal prognosis in the GC patients from the TCGA and ACRG cohorts [52]. In the case of *SORCS3,* it has been detected its methylation [53] and this epigenetic modification has been associated with the progression of gastric precancerous lesions [54]. In the case of *CCDC178,* an study that performed whole genome sequencing in samples from a GC patient, identified in the primary GC tumor a somatic nonsynonymous single nucleotide variation affecting *CCDC178* [55], and another study identified in GC mutations (mainly missense mutations and frame shift deletions) in *CCDC178* that were significantly associated with poor survival [56].

We report the potential of the 2-gene signature composed by *ANKRD6* and *ITIH3,* which predicts survival regardless of the tumor stage and the patients’ age, exhibiting HRs higher than those of the 5 genes individually, and whose score is higher in patients presenting recurrent disease. Additionally, we have also identified that both are involved in metastasis and EMT process. These results have been obtained taking advantage of public databases and bioinformatics from TCGA and ACRG cohorts, but also generating a new analysis pipeline allowing the study of almost 2000 CG patients derived from 9 independent cohorts. This pipeline represents a useful tool to analyze recurrence, therapy resistance and metastasis. Since no previous studies have explored the role of the identified genes in GC, we went deeper into the analysis of the relevance of the novel signature and characterized the role of *ANKRD6* in GC through functional studies in vitro and in vivo, and transcriptomic analysis to unravel downstream targets. These experiments complemented the results obtained in the bioinformatic analyses and unraveled that *ANKRD6* confers pro-metastatic and tumorigenic properties to GC cells, preventing apoptosis, promoting GC cell migration and invasion, fostering tumor growth, and regulating EMT related pathways but also hallmarks such as G2M checkpoint or KRAS signaling. In this sense, *ANKRD6* has been previously linked to WNT signaling, a critical pathway in GC, where it promotes the non-canonical Wnt/Planar cell polarity pathway [57].

Overall, our work identifies a novel signature of 5 genes associated with adverse outcomes in GC, driven specially by 2 of them, *ANKRD6* and *ITIH3,* and reveals for the first time the role of *ANKRD6* in metastasis and EMT process, pointing out their potential as a prognostic signature and molecular target in cancer.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

RNAseq data are deposited in NCBI’s Gene Expression Omnibus (GSE238103).

How the deposited data were processed for this re-analysis (not part of the article)

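RNA sequencing compared *shANKRD6* with *pLKO* MKN45 cells in 4 independent lentiviral infections of 6 hours, with 1 library per group and infection. Polyadenylated RNA was selected and the libraries were stranded and read on the DNBSEQ platform, according to the labels and the paper. The series design says that the pair of infection III was dropped after quality control. The paper's set is therefore infections 0, I and II (6 libraries), and all 8 libraries were also analysed. The labels call the infections independent replicates of 1 cell line. The p-values of single genes measure the spread that is left after the covariate or the block, not the full spread between infections. The first principal component used as a covariate ordered the 6 libraries by infection (−21.7 and −34.6 in infection 0, 0.77 and 0.21 in I, 28.9 and 26.4 in II). Over all 8 libraries it was higher in the *shANKRD6* than in the *pLKO* library of each infection and correlated with the group at 0.45. A gene that did not pass in that fit may therefore have lost part of its difference to the covariate.

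The authors filtered the reads with SOAPnuke and aligned them to GRCh38.p13 with Bowtie2, and the submitters' processing notes also name RSEM. Versions and the annotation are not given in the sources used here. The authors deposited 1 table of genes with estimated counts, normalized counts, TPM and FPKM per library. The estimated counts were not normalized, and 789 to 852 values per library were not whole (tolerance 0.005). The normalized counts are a signal that the authors made by rounding the estimated counts up and dividing them by 1 size factor per library (largest relative difference from the median of ratios 4.88e-15, over genes with at least 10 counts). The authors' TPM values were used for the level of *ANKRD6* and sum to 1000000 in each library. The authors' FPKM values were not used for any test. Of the Entrez gene IDs, 99.7% matched the reference table of gene names. No mitochondrially encoded gene is listed.

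The estimated counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR 4.0.16 (R 4.3.3), which asks for a minimum count of 10 and a total of 15, leaving 12398 genes in infections 0, I and II and 12399 in all 8 libraries. They were normalized by TMM and tested with edgeR's quasi-likelihood F test (robust), with the first principal component of the log2 CPM (prior count 2) as a covariate, because the paper's methods state a DESeq2 likelihood ratio test adjusted for that component. This left 3 residual degrees of freedom. Benjamini-Hochberg adjustment was over all genes tested, and genes were called at an adjusted p under 0.05 and a fold change over 1.5. The first component held 42.4% and the second 30.5% of the variance of the 6 libraries. Of log2 fold changes, a turn of direction is spoken of only where the value is called with or without the change of setting. Standard errors were computed from the log2 fold change and the F value.

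The labels speak of a pair per infection, and the libraries of 1 infection deviated together from their group means, with correlations across genes of 0.65 (infection 0), 0.50 (I), 0.67 (II) and 0.55 (III), against at most 0.06 between infections. The infection number therefore pairs the libraries, and the fit with the infection as a block is given where it changes a call or moves a count by more than 1.5 times. No libraries of a group were so alike as to be 1 library deposited again (mean chi-square per gene 19.7 to 49.6).

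The genes named in the text were chosen by a rule: *ANKRD6* and the other 4 genes of the paper's signature, *CDH1* and *KRT18*, the 12 genes of Fig. 6G, the 10 called genes with the largest rise and the 10 with the largest fall among those with a mean of at least 2 log2 CPM and the same sign in all 3 infections, and up to 4 members of each list with an adjusted p under 0.05 and the largest change under the same conditions. The rule, the lists, the tests and the alternatives were set before the data were examined, unless said otherwise. The paper's Fig. 6G values had been seen by then. Positions are those of GENCODE release 44 (GRCh38).

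In all, 34 gene lists were written. Some genes and lists are not reported here. The 11 lists for the pathways of Fig. 6A were written from general knowledge of each pathway and are not the hallmark gene sets, which were not used here. The others reported hold the genes of Fig. 6G, the signature, epithelial and mesenchymal markers, EMT inducers, stem cell genes, apoptosis genes, Wnt targets, Wnt and planar cell polarity genes, MAPK output, interferon-stimulated genes, gastric and intestinal genes, glycolysis and hypoxia genes, heat shock genes, ribosomal proteins, mitochondrially encoded genes, histone genes without a poly(A) tail, and markers of fibroblasts, endothelial cells and leukocytes. Of 2022 symbols, 1887 were listed and 5 more were matched by an older symbol. The 33 lists with a tested member were tested with camera of limma 3.58.1 (preset correlation 0.01) and adjusted together. camera was repeated with an estimated correlation, and fry and preranked GSEA (fgsea 1.28.0) were run as alternatives.

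The edgeR steps were tested on 1 simulated data set with 200 changed genes among 12317. A call here was an adjusted p under 0.05 with no fold-change threshold. Changed genes also had to move in the right direction. In infections 0, I and II, 35.8% of the genes changed by 1.5-fold, 77.6% of those changed by 2-fold and 100% of those changed by 4-fold were called. There were 0 unchanged genes among 142 calls. With the infection as a block the shares were 76.1%, 97.0% and 100%, with 22 unchanged genes among 204 calls. For all 8 libraries they were 16.4%, 77.6% and 97.0%, and 44.8%, 94.0% and 100% with the block. A list shifted by −0.3 was called lower by camera (adjusted p = 1.02e-20), with 0 of 32 other lists called. The simulated genes varied independently of each other, so this cannot show how often camera falsely calls a list of correlated genes.

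The alternatives were no covariate, the infection as a block, other versions of the first principal component, DESeq2 1.42.0, DESeq2's size factors, no low-count filter (at least 1 count in total), a stricter filter (at least 50 counts in each of 3 libraries), all 8 libraries, no fold-change threshold, and leaving out each infection and each library in turn. Further versions of the DESeq2 fit were chosen after seeing the data. For short sequences, the 3′ untranslated regions (UTRs) of 12124 of the genes tested (97.8%) were searched, from 1 protein-coding transcript per gene, leaving out regions under 50 bases and sequences in fewer than 20 genes. That search found a sequence planted in shuffled values at rank 1.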

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

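The tests of a mix of cells and of weaker silencing in infection III, the use of the spread between infections, and all tests of the short sequence in the 3′ UTRs, were chosen after the result was seen.

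Of the 406 differentially expressed genes, 370 (91.1%) changed in the same direction in the pair of infection III, which the paper did not use, against 62.3% of the 11992 genes not called, and the log2 difference of *ANKRD6* in that pair was −0.79. When genes were called on the other 3 infections with the infection as a block, the infection left out kept 106% (standard error 2.49) of the fold change for infection 0, 79.0% (1.87) for I, 82.6% (2.87) for II and 56.6% (1.61) for III. Infection III lay below the lowest of the others by 22.4 (standard error 2.47), but these standard errors are over genes and do not hold the spread between infections, and infections 0, I and II had a mean of 89.3 with an SD of 14.8 (n = 3). Selection of the genes on the other infections therefore stays open. A mix of silenced and control cells stays open too: in infection III the down-regulated genes kept 67.4% and the up-regulated genes 38.3%, a difference of 29.1 (standard error 5.08 over genes), but this difference was 4.49 in infection 0, −15.1 in I and 13.6 in II. For weaker silencing, the log2 difference of *ANKRD6* in infection III minus the mean of the other infections was −0.27 (standard error 0.223 from counting). *ANKRD6* thus fell further there, not less. This gap is little larger than its counting error and rests on 1 pair, so weaker silencing stays open as well. A biological difference between the infections was not tested.

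Of 244 down-regulated genes whose 3′ UTR was searched, 52 (21.3%) held AGCTGGAA there, against 6.24% of 11722 genes not called (odds ratio 4.07, two-sided Fisher's exact test, p = 1.69e-14) and 9 of 158 up-regulated genes (5.70%), which the paper does not discuss. The sequence was picked by scanning the same comparison, so the Fisher test is not independent evidence. It also does not adjust for the length of the 3′ UTR. Over infections 0, I and II, the median log2 fold change was −0.06 for the 793 genes holding the sequence and 0.02 for those without GCTGGA. The scans ranked genes by the square root of F with the sign of the fold change, and removed the length of the sequence searched from these ranks. Of 6 scans, that of 7 letters in 3′ UTRs placed GCTGGAA first of 16382 by the mean of its genes (z −11.0, lowest of 1000 shuffles −5.38). The lowest z was −7.94 (GCTGGA) and −8.68 (AGCTGGAA) at 6 and 8 letters there. In coding sequences it was −9.77 (AGAAAT), −8.67 (GCTGGAA) and −9.21 (AGCTGGAA) at 6, 7 and 8 letters. GC content or length of the 3′ UTR as the whole cause is argued against by 418 other sequences of the same letters that do not hold GCTGGA. The lowest of these had a z of −6.23 once both were removed, against −12.3 for GCTGGAA. AGCTGGA, of the same letters but holding GCTGGA, was not among them and had −9.56. A seed match of a small RNA, such as the hairpin's guide strand, may account for the pattern but stays open, since in infection III alone, whose medians by site had been seen, GCTGGAA ranked 105, outside the lowest 10 that the test asked for and inside the lowest 1% (163), and ranked 1 when GC was also removed, which the test had not set. Loss of *ANKRD6* itself and such a seed match cannot be told apart, because the labels name 1 hairpin.

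Of 186 groups of 4 libraries, 11 had a library far from the other 3, where about 9.3 are found by chance. In log2 CPM, *COL7A1* was at 5.39 in the *shANKRD6* library of infection 0 (others 3.8 to 3.96). *COL12A1* was at 4.33 (5.37 to 5.55), *LEFTY1* at 3.22 (4.46 to 4.61) and *KRT7* at 6.00 (6.43 to 6.47) in the *shANKRD6* library of infection II. *HMGN2* was at 7.82 (8.25 to 8.31) and *BCL2L1* at 7.25 (7.93 to 8.03) in the *shANKRD6* library of infection 0. *LGR5* was at 5.58 (6.27 to 6.38) and *ZNRF3* at 4.52 (5.29 to 5.40) in the *shANKRD6* library of infection III. Among the *pLKO* libraries, *ACADM* was at 4.75 in infection II (4.93 to 4.97), *GATA4* at 5.51 in infection 0 (5.19 to 5.21) and *REG4* at 5.22 in infection III (6.68 to 6.70).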

How the results depend on the processing

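The DESeq2 fits on variance-stabilized values and the GSEA on one of them, and the 10 simulations, were chosen after seeing the data. Counts of differentially expressed, up-regulated and down-regulated genes were 56, 8 and 48 without the covariate, 723, 306 and 417 with the infection as a block, 245, 98 and 147 with the first component of 500 variance-stabilized genes, 151, 45 and 106 over all 8 libraries, 636, 239 and 397 over all 8 libraries with the block, and 849, 328 and 521 with no fold-change threshold. The DESeq2 fit over all 8 libraries with 500 genes gave 278, 107 and 171. The other counts were within 1.5 times of the values reported. Leaving out infections or libraries gave 0 to 911, 0 to 418 and 0 to 663 genes. The genes of Fig. 6G called were 2 without the covariate, 6 with the 500 genes and 6 over all 8 libraries, and 0 (without the *pLKO* library of infection 0) to 12 (without the *shANKRD6* library of infection I) with libraries left out. Of the 11 pathway lists, 2 were called lower with the component of group-centred values, 7 with the 500 genes, the stricter filter or all 8 libraries, 1 over all 8 libraries with the block, 0 by camera with an estimated correlation and 0 by fry, and 11 by GSEA on the DESeq2 fold changes. With libraries left out, 1 to 7 lists were called lower. The log2 fold change of *ANKRD6* lay between −0.98 and −0.19 and was negative in 20 of 20 alternatives, of which 2 had an adjusted p under 0.05 (0.00884 to 0.715).

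Without the *pLKO* library of infection 0, 6 lists turned from lower to higher: oxidative phosphorylation (adjusted p = 0.228), mTORC1 signaling (0.182), MYC targets (2.79e-04), E2F targets (0.00323), the unfolded protein response (0.392) and the G2M checkpoint (0.00958). Without both libraries of infection II, oxidative phosphorylation (0.287), MYC (3.31e-04) and E2F targets (2.35e-05) and the G2M checkpoint (2.06e-04) turned higher, and without its *shANKRD6* library, MYC (0.0110) and E2F targets (9.18e-04) and the G2M checkpoint (0.00781). Ribosomal proteins turned lower without both libraries of infection 0 (1.55e-05) or its *shANKRD6* library (0.00177). Leaving out the *pLKO* library of infection 0, *NUPR1* (−0.35), *TNFSF10* (−0.63) and *SAMD9* (−0.082) turned from higher to lower, and *VSIG1* turned to 0.031 with the component of 500 genes and to 0.019 in the DESeq2 fit with it. The cause was not tested. In the fit without that *pLKO* library, the first component correlated with the group at 0.81, against 0.12 in the fit reported, so the 2 are hard to separate. This correlation was 0.52 without both libraries of infection II or its *shANKRD6* library, and 0.70 without its *pLKO* library. It was 0.58 without both libraries of infection 0 or its *shANKRD6* library. When both libraries of infection 0 were left out, *NUPR1* had 2.19, *TNFSF10* 1.96 and *SAMD9* 0.81. With the infection as a block over infections 0, I and II they had 1.11, 1.24 and 0.77.

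With 1 infection or library left out, the adjusted p ran from 1.22e-10 to 0.989 for oxidative phosphorylation, from 2.50e-07 to 0.673 for mTORC1 signaling, from 7.00e-09 to 0.510 for MYC targets, from 1.74e-07 to 0.620 for E2F targets and from 2.81e-05 to 0.650 for the unfolded protein response. It ran from 1.61e-06 to 0.619 for the G2M checkpoint and from 1.55e-05 to 0.778 for ribosomal proteins. Of 65 called genes chosen by the rule for naming, the log2 fold change was more than 1.5 times smaller or of the other sign for 24 without the *pLKO* library of infection 0, 16 without both libraries of infection II, 11 without its *shANKRD6* library, 10 without both libraries of infection 0, 4 without its *shANKRD6* library and 3 without the *pLKO* library of infection II. This was so for 0 with any library of infection I left out or with the infection as a block. The log2 fold change reached 2.32 for *NUPR1*, 2.30 for *TNFSF10* and 1.09 for *SAMD9*, each without the *pLKO* library of infection II.

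With the infection as a block over infections 0, I and II, the calls of *COL7A1* (0.84, gained), *OGDH* (−0.58, under the fold threshold), the unfolded protein response (0.0758, lost) and glycolysis and hypoxia (0.0366, lower; 0.670 with an estimated correlation) changed, and it changed no other call of a gene or list named in the text. Member counts of lists with the block are given beside the lists. Over all 8 libraries with the block, heat shock genes (0.0450, higher) were called too. In 10 simulations, 2.45% of the genes changed by 1.5-fold reached an adjusted p under 0.05 where the mean was under 4 log2 CPM, as for *ANKRD6* (2.92). Of those with more, 27.2% did (24.5% and 77.5% with the block). No fold-change threshold was applied in these simulations. Changes of that size are thus often missed in genes of few counts.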

Differences from the paper's values

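The paper reports 11 pathways lower in *ANKRD6*-silenced cells by GSEA, and here 4 of the 11 lists written for them were called lower by camera. These lists are not the hallmark gene sets the paper used. None of the alternatives set before the data were examined reached 11 (0 to 7 lists). Preranked GSEA on the log2 fold changes of a DESeq2 likelihood ratio test with the first principal component of variance-stabilized values of all genes gave 11 of 11, was chosen after seeing the values and drops 0 of the paper's 11 pathways. For EMT and the G2M checkpoint, which the paper names as lower, the adjusted p was 3.70e-04 and 0.0133 there, against 0.917 and 0.154 by camera. The G2M checkpoint was called lower by camera with the first component of 500 genes, the stricter filter, all 8 libraries, and without both libraries of infection 0, its *shANKRD6* library or the *pLKO* library of infection II. Preranked GSEA on the fit reported called 6 of the 11 lists lower, those of MYC targets (0.0404) and the early estrogen response (0.0112) beside the 4 called by camera. Camera called the early estrogen response lower without the *pLKO* library of infection I too (0.0483). MYC and E2F targets were called lower by camera under the same settings as the G2M checkpoint.

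*COL7A1* had a log2 fold change of 0.99, against about 1.2 in Fig. 6G of the paper, read by eye. Of the alternatives set before the data were examined, the stricter filter (1.19), all 8 libraries with the first principal component (1.12) and the fit without the *shANKRD6* library of infection I (1.19) lay within 0.0956 of the value read, which is the SD of the log2 difference over infections 0, I and II. The other alternatives set before then lay further from it. The 95% confidence interval of the value reported here (0.14 to 1.84) holds the value read. The DESeq2 fit with the first component of variance-stabilized values of all genes gave 1.17, was chosen after seeing the values and drops 0 of the 12 genes of Fig. 6G.

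The paper calls all 12 genes of Fig. 6G, and here *ITGA2* (adjusted p = 0.101) and *COL7A1* (0.0721) were not called. *ITGA2* was called without the *shANKRD6* library of infection I (−0.63, adjusted p = 0.0435). *COL7A1* was called with the infection as a block (0.84), by DESeq2 with the first component (0.98) or with the block (0.83), over all 8 libraries with the block (0.64), and without both libraries of infection 0 (0.79) or I (1.03) or the *shANKRD6* library of infection I. That added DESeq2 fit, chosen after seeing the values, called both (−0.60 and 1.17) and drops 0 of the 12. It gave 450 differentially expressed genes, 198 up-regulated and 252 down-regulated, and 8 down-regulated and 4 up-regulated EMT genes, which are the paper's counts. The other DESeq2 fits with a first component gave 437, 169 and 268 (log2 CPM), 429, 194 and 235 (500 variance-stabilized genes, chosen after seeing the values) and 278, 107 and 171 (the same over all 8 libraries, also chosen after seeing the values).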

Other observations

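No test in this part was chosen after its result was seen. The lists of gastric, intestinal and epithelial genes were called lower in *ANKRD6*-silenced cells by camera at a preset correlation (adjusted p = 0.0170, 0.0398 and 0.0145), but not at an estimated one (adjusted p = 0.563 each), and most of their members did not pass. Over all genes, 849 of 12398 had an adjusted p under 0.05 from edgeR, and 2924 with the infection as a block. Of 14 gastric genes, 3 were lower and 0 higher at an adjusted p under 0.05 from edgeR (4 and 0 when adjusted over the list alone; 8 and 1 with the infection as a block). Beside *TFF1*, these were *VSIG1*, a junctional protein of the gastric epithelium (log2 fold change −0.72), and the transcription factor *GATA4* (−0.47). Of 11 intestinal genes, 4 were lower and 0 higher (6 and 2 when adjusted over the list alone; 6 and 1 with the block): *REG4* (−1.27), the galectin *LGALS4* (−1.04), the cadherin *CDH17* (−0.96) and the microvillus protein *VIL1* (−0.58). Of 43 epithelial genes, 5 were lower and 0 higher (9 and 2 when adjusted over the list alone; 11 and 4 with the block), with *CEACAM6*, an adhesion molecule, falling from 3022 ± 517 to 1325 ± 350 CPM (SD, n = 3 each; −1.24, and −0.80 without the *pLKO* library of infection 0) and *F11R*, a tight junction protein, at −1.19. The gastric list did not pass without both libraries of infection 0 (0.737), its *shANKRD6* library (0.216) or the *pLKO* library of infection II (0.701), nor with the stricter filter (0.180) or the first component of 500 genes (0.998), where *VSIG1* had 0.031. Nor did the intestinal list without both libraries of infection 0 (0.119), the *pLKO* library of infection II (0.223) or the *shANKRD6* library of infection I (0.0535), with the stricter filter (0.0597) or with the first component of 500 genes (0.0761), nor the epithelial list without the *pLKO* library of infection 0 (0.900). By fry the adjusted p was 0.118 for the gastric, 0.0112 for the intestinal and 0.118 for the epithelial list, and by preranked GSEA 0.112, 0.0300 and 0.00110. *VSIG1* had −2.28 without the *pLKO* library of infection 0, −0.45 without its *shANKRD6* library and −0.30 without the *pLKO* library of infection II, *REG4* had −1.91 without the *pLKO* library of infection 0, and *LGALS4* −0.64 without both libraries of infection 0. *VSIG1* (−0.37, adjusted p = 0.617), *REG4* (−1.40, 0.184), *CDH17* (−0.70, 0.0876) and *GATA4* (0.0912) did not pass over all 8 libraries, nor did *KRT18* (0.0515). They did so there with the infection as a block (1.67e-05, 3.80e-05, 0.00238, 5.10e-04 and 0.0287). *KRT18* had 2391 ± 808 CPM in control and 1760 ± 491 in silenced cells (SD, n = 3 each; −0.51, adjusted p = 0.0255 from edgeR, a fold change under 1.5; 0.01 in the pair of infection III, 0.03 without the *pLKO* library of infection 0, −0.96 without that of infection II and −0.16 without the *shANKRD6* library of infection II), and *CDH1*, E-cadherin, 675 ± 58.5 and 589 ± 25.0 (−0.18, adjusted p = 0.226; −0.07 without the *shANKRD6* library of infection 0, −0.02 without both libraries of it, and −0.25, adjusted p = 0.0253, over all 8 libraries with the block).

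Of 42 apoptosis genes, 1 was lower and 3 were higher (5 and 6 when adjusted over the list alone, 5 and 7 with the block, adjusted p = 0.831), and the mean log2 fold change was 0.01 with a median of −0.04 and a test that leaned lower. The pro-apoptotic genes *TNFSF10*, or TRAIL (1.45), *BMF* (1.44) and *BCL2L11*, or BIM (0.54), were higher and the anti-apoptotic *BCL2L1* (−0.54) was lower, and without the *pLKO* library of infection 0 they had −0.63, 0.56, 0.06 and 0.02. Without the *pLKO* library of infection II, *TNFSF10* had 2.30, *BMF* 2.24 and *BCL2L1* −0.91, and without the *shANKRD6* library of that infection *TNFSF10* had 0.91 and *BCL2L1* −0.24. *BCL2L11* had 0.32 without the *shANKRD6* library of infection 0. Of these, *TNFSF10* (1.80, adjusted p = 0.110), *BCL2L11* (0.103) and *BCL2L1* (0.197) did not pass over all 8 libraries, but did so there with the block (0.00216, 0.0137 and 2.63e-04). Of 24 Wnt targets, 1 was lower and 2 were higher (1 and 3 when adjusted over the list alone, 2 and 6 with the block, adjusted p = 0.421), the higher ones being *LGR5* (1.2) and *ZNRF3* (0.57), which did not pass over all 8 libraries (adjusted p = 0.0504 and 0.420; 0.00366 and 0.00457 there with the block), and of 33 genes of Wnt and planar cell polarity 0 changed (0 when adjusted over the list alone, 3 higher with the block, adjusted p = 0.284).

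The other lists did not pass by camera. They were mesenchymal markers (3 lower and 0 higher of 10, likewise when adjusted over the list alone, adjusted p = 0.421), EMT inducers (0 of 4, 0.396), stem cell genes (0 of 3, 0 lower and 2 higher when adjusted over the list alone or with the block, 0.145) and MAPK output (1 lower and 3 higher of 26, 1 and 4 when adjusted over the list alone, 5 and 6 with the block, 0.783). Of the last list, *HBEGF*, a ligand of the EGF receptor, was lower (−1.46), and *SPRY2*, a feedback inhibitor of receptor tyrosine kinase signaling (0.71), and *SPRED3* (0.76) were higher. *SPRY2* had 0.41 without the *shANKRD6* library of infection 0 and 0.29 without both libraries of it. *SPRED3* had 0.04 without the *pLKO* library of infection 0, 0.30 without the *shANKRD6* and 1.23 without the *pLKO* library of infection II. *SPRY2* (0.51, adjusted p = 0.147) and *SPRED3* (0.80, 0.257) did not pass over all 8 libraries, but did so there with the block (6.37e-05 and 0.0168). Interferon-stimulated genes (1 lower and 1 higher of 28, likewise over the list alone, 4 and 4 with the block, 0.917), glycolysis and hypoxia (1 lower of 32, 0 over the list alone, 8 lower and 1 higher with the block, 0.145), heat shock genes (1 higher of 18, likewise over the list alone, 4 higher with the block, 0.213), ribosomal proteins (0 of 75, 1 higher with the block, 0.423) and histone genes without a poly(A) tail (0 of 8, 1 higher with the block, 0.338) did not pass either. Nor did markers of fibroblasts (0 of 2, 1 lower over the list alone or with the block, 0.306), endothelial cells (0 of 1, 0.866) and leukocytes (0 of 2, 1 lower over the list alone or with the block, 0.154), most of which were too low to test. Glycolysis and hypoxia were called lower with the infection as a block (0.0366, and 0.00685 over all 8 libraries), but with an estimated correlation the block over infections 0, I and II gave 0.670. At the preset correlation they were also called without both libraries of infection 0 (0.0262) or II (1.80e-04) or the *shANKRD6* library of infection II (9.18e-04). At that correlation heat shock genes were called higher over all 8 libraries with the block (0.0450) and without both libraries of infection II (9.14e-04) or its *shANKRD6* library (9.18e-04). Ribosomal proteins were called higher without the *pLKO* library of infection II (0.00847) or the *shANKRD6* library of infection I (0.00448), mesenchymal markers lower without both libraries of infection II (0.0342) and interferon-stimulated genes lower without the *pLKO* library of infection 0 (0.0355). The lists of Fig. 6G, chosen by the study on these samples and so not independent evidence, had an adjusted p of 1.07e-06 (lower) and 0.00303 (higher; 0.228 without the *pLKO* library of infection 0), both with an adjusted p = 0.563 with an estimated correlation. Of the signature, *ANKRD6* was the gene tested. *ITIH3* and *SORCS3* were not listed, and *NPY1R* and *CCDC178* were too low to test. No mitochondrially encoded gene was listed.

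Of the 10 splits of the 6 libraries of infections 0, I and II into equal groups, the real one gave 406 differentially expressed genes and the highest other 0 (1 split as large, the real one included), and 10 splits are too few for a share under 0.05. Of the 35 splits of all 8 libraries, 2 were as large as the real one, which gave 151 genes, so chance cannot be excluded by this count. The other, with 207 genes, set infections 0 and I against II and III, which parts no pair and follows the infections. The 7 other splits that part as many pairs as the real one gave 0 genes each, and with the infection as a block the real one gave 636.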
